# Distinct Roles for CXCR6^+^ and CXCR6^−^ CD4^+^ T Cells in the Pathogenesis of Chronic Colitis

**DOI:** 10.1371/journal.pone.0065488

**Published:** 2013-06-19

**Authors:** Yasushi Mandai, Daisuke Takahashi, Koji Hase, Yuuki Obata, Yukihiro Furusawa, Masashi Ebisawa, Tomoo Nakagawa, Toru Sato, Tatsuro Katsuno, Yasushi Saito, Takeshi Shimaoka, Osamu Yokosuka, Kotaro Yokote, Hiroshi Ohno

## Abstract

CD4^+^ T cells play a central role in the development of inflammatory bowel disease (IBD) via high-level production of effector cytokines such as IFN-γ and TNF-α. To better characterize the colitogenic CD4^+^ T cells, we examined their expression of CXCR6, a chemokine receptor that is expressed by T cells upon activation and is upregulated in several inflammatory diseases. We found that 80% of colonic lamina propria CD4^+^ T cells expressed CXCR6 in the CD45RB^high^ T cell-transferred colitis model. CXCR6 expression was similarly upregulated in inflamed mucosa of patients with Crohn’s disease. Although surface marker analysis demonstrated that both CXCR6^+^ and CXCR6^−^ CD4^+^ T-cell subsets consist of the cells with effector and effector-memory cells, the more cells in the CXCR6^+^ subset produced IFN-γ and TNF-α compared to CXCR6^−^ subset, and only the CXCR6^+^ subset produced IL-17A. Nevertheless, adoptive retransfer of lamina propria CXCR6^+^ T cells into *Rag1* ^−/−^ recipients failed to induce the disease due to limited expansion of the transferred cells. By contrast, retransfer of CXCR6^−^ cells evoked colitis similar to that observed in CD4^+^CD45RB^high^ T cell-transferred mice, and resulted in their conversion into CXCR6^+^ cells. Collectively, these observations suggest that the CXCR6^+^CD4^+^ T-cell subset consists of terminally differentiated effector cells that serve as the major source of effector cytokines in the inflamed tissue, whereas CXCR6^−^CD4^+^ T-cell subset serves as a colitogenic memory compartment that retains the ability to proliferate and differentiate into CXCR6^+^CD4^+^ T cells.

## Introduction

Inflammatory bowel disease (IBD), e.g., Crohn’s disease (CD) and ulcerative colitis (UC), are chronic and relapsing inflammatory disorders of the gastrointestinal tract. The chronic inflammation in the gut results from an excessive immune response to commensal microbiota [1]. Although multiple factors including genetic predisposition and environmental factors such as gut microbial composition have been implicated in the etiology of IBD, most of these factors converge on a common effector pathway, the generation of effector CD4^+^ T cells accumulating in the gut that orchestrate a persistent inflammatory response by producing inflammatory cytokines [1], [2]. The colitogenic CD4^+^ effector memory T cells are most likely generated during the onset of the inflammatory response, and continuously circulate throughout the body, as evidenced by the fact that CD4^+^ T cells isolated from peripheral blood of colitic mice can transfer the disease to healthy recipients [3], [4]. Although recirculating, these pathogenic effector memory CD4^+^ T cells reside preferentially in the bone marrow (BM) [5], [6], where IL-7 produced by stromal cells is considered a key cytokine involved in promoting their survival for long periods [7]. These colitogenic CD4^+^ T cells in the BM may eventually repopulate the intestine, where they give rise to effector CD4^+^ T cells after encountering intestinal antigens [7], [8]. Based on this model, colitogenic CD4^+^ effector-memory T cells may be divided into two distinct populations, i.e., cytokine-producing effector cells and long-term surviving memory cells that are quiescent but retain the ability to induce colitis upon activation. However, the identity of these colitogenic CD4^+^ effector and effector-memory T cells remains to be fully characterized.

Chemokines facilitate leukocyte migration and retention in lymphoid and peripheral non-lymphoid tissues. More than 40 chemokines have been identified so far, and they are classified into C, CC, CXC, and CX_3_C subfamilies based on the spacing of the first two amino terminal cysteine residues. The expression of several chemokines increases in the inflamed colon of patients with IBD [9], [10]. Recently, the expression of CXCL16, a CXC family chemokine, has been reported to be upregulated in the colon of CD patients and in mouse models of colitis [3], [5]. Furthermore, administration of an anti-CXCL16 mAb ameliorates inflammation in a chemically induced experimental colitis model. Thus, multiple lines of evidence suggest that the CXCL16-CXCR6 system may play an important role in colonic inflammation and could be a therapeutic target for CD [5], although the expression profile of CXCR6 on the colitogenic CD4^+^ T cells remains to be characterized.

We here report that CD4^+^ T cells in the inflamed colon of CD4^+^CD45RB^high^ T cell-transferred colitis model can be divided into two subpopulations according to the expression of CXCR6. The colonic CXCR6^+^ subset serves as a *bona fide* effector by preferentially producing IFN-γ, IL-17A and TNF-α. On the other hand, the CXCR6^−^ subset possesses a more limited ability to produce these cytokines but retains the capability to proliferate and convert to CXCR6^+^ cells after activation. Given that only the CXCR6^−^ subset can transfer the disease to recipient mice, this subset likely functions as the colitogenic CD4^+^ memory T cells that are responsible for the recurrence of inflammatory responses in IBD.

## Materials and Methods

### Colonic Biopsy Specimens

Biopsy specimens were obtained by endoscopy from inflamed areas of the colon of 6 patients with CD and 10 with UC, with the patients’ informed consent. Samples of normal controls (NC) were taken from 5 patients with colonic polyps and were free of inflammation histopathologically. The mean ± SEM (range) age of the patients with CD was 27.3 ± 3.7 (29 – 42) years, while that of UC was 36.6 ± 3.7 (24 – 61) years and that of NC was 55.8 ± 7.0 (33 – 73) years. Clinical activity was evaluated by serum concentration of C-reactive protein, CD Activity Index (CDAI) for patients with CD, and Lichtiger index (UCAI) for UC. Endoscopic activity was evaluated by Simple Endoscopic Score for CD (SES-CD), and Matts classification score for UC patients, respectively. The disease activity of the patients with CD was mild, as the mean ± SEM (range) of CRP was 1.57 ± 0.68 (0.4 – 4.8) mg/L, CDAI was 144.0 ± 45.6 (24.3 – 350.3), and SES-CD was 22.2 ± 6.2 (6 – 48). The activity of the UD patients ranged from remission to severe, as the mean ± SEM (range) of CRP was 2.12 ± 0.85 (0.1 – 6.7) mg/mL, UCAI was 7.9 ± 1.5 (2 – 15), and Matts score was 2.9 ± 0.2 (2 – 4). Two of the patients with CD were receiving no treatment, and 4 were receiving 5-aminosalicylic acid (5-ASA). Two of the patients with UC were receiving no treatment, and 2 were receiving prednisolone, 6 were receiving oral 5-ASA or sulfasalazine with or without 5-ASA enema. The experimental protocol was reviewed and approved in advance by the ethics committees of Chiba University (Permit number: 697) and the RIKEN Yokohama Institute (Permit number: H17-12).

### Animals

BALB/cA and *Rag1* ^−/−^ mice were obtained from CLEA Japan (Tokyo, Japan). The mice were maintained under specific pathogen-free conditions in RIKEN animal facilities until use in experiments at 8 to 12 weeks old. All animal experiments were approved by the Animal Research Committee of RIKEN Yokohama Research Institute (Permit number: 24-005).

### T cell Preparation

Colonic lamina propria (LP) lymphocytes were prepared as described previously. Briefly, colonic tissues were treated with Hanks’ Balanced Salt Solutions (Wako Pure Chemical Industries) containing 1 mM dithiothreitol and 5 mM EDTA at 37°C for 20 minutes to remove epithelial cells. The tissues were then minced and dissociated with collagenase solution containing 0.5 mg/mL collagenase (Wako Pure Chemical Industries), 1 U/mL dispase (BD Biosciences), 0.5 mg/mL DNase I (Roche Diagnostics), 2% FCS, 100 U/mL penicillin, 100 µg/mL streptomycin, and 12.5 mM HEPES (pH 7.2) in RPMI 1640 medium (Sigma-Aldrich) at 37°C for 30 minutes to obtain single-cell suspensions. After filtering, the single-cell suspensions were washed with 2% FCS/RPMI 1640, and subjected to Percoll gradient separation. Spleen and mesenteric lymph nodes (MLNs) were mechanically disrupted into single-cell suspensions.

### Induction of Colitis by Adoptive Transfer of CD4^+^CD45RB^high^ T cells and by Retransfer of Colitogenic CD4^+^ T cells

Colitis was induced in *Rag1* ^−/−^ mice by adoptive transfer of CD4^+^CD45RB^high^ T cells as described previously [11]. Briefly, CD4^+^ T cells were enriched from splenocytes from BALB/c mice by the MACS system (Miltenyi Biotec) with biotin-conjugated anti-CD4 monoclonal antibody (RM4-5; BD Biosciences) and anti-biotin microbeads (Miltenyi Biotec). Enriched CD4^+^ T cells were labeled with FITC-conjugated anti-mouse CD3ε (145-2C11), APC-conjugated anti-mouse CD25 (PC61), and PE-conjugated anti-mouse CD45RB (16A) (all from BD Biosciences), and CD3ε^+^CD4^+^CD25^−^CD45RB^high^ cells were isolated by cell sorting using FACSAria II flow cytometer (BD Biosciences). The *Rag1* ^−/−^ recipients were each given 1×10^5^ CD4^+^CD45RB^high^ T cells *via* the tail vein and were sacrificed at 8 weeks after transfer. In retransfer experiments, CD3ε^+^CD4^+^CD25^−^CXCR6^−^ and CD3ε^+^CD4^+^CD25^−^CXCR6^+^ cells were isolated from colonic lamina propria of *Rag1* ^−/−^ recipients at 8 weeks after adoptive transfer of CD4^+^CD45RB^high^ T cells by cell sorting using a FACSAria II flow cytometer. CXCL16-Fc fusion protein was used to detect CXCR6-expressing cells. These two populations were retransferred into untreated *Rag1* ^−/−^ recipients.

### Flow Cytometric Analysis

Lymphocytes were incubated with a mouse CXCL16-human IgG Fcγ fusion protein or control human IgG Fcγ, and specific binding was detected with biotinylated anti-human IgG Fcγ (eBioscience) in combination with streptavidin-APC-Cy7 (BD Biosciences). To characterize cell populations, lymphocytes were incubated with FcγR (CD16/CD32)-blocking mAb (93; eBioscience), and further stained with the following mAbs: FITC-conjugated anti-mouse CD62L (MEL14; BD Biosciences); V500-conjugated anti-mouse CD3ε (500A2; BD Biosciences); Pacific Blue-conjugated anti-mouse CD4 (RM4-5; BD Biosciences); PE-conjugated anti-mouse CD27 (LG.3A10; BD Biosciences); PE-Cy7-conjugated anti-mouse CD44 (IM7; eBioscience); FITC-conjugated anti-mouse CD43 (S7; BD Biosciences) and Alexa Fluor 700-conjugated anti-mouse CD127 (A7R34; eBioscience). Flow cytometric analysis was performed for the stained cells using a FACSAria II flow cytometer with DIVA software (BD Biosciences). To analyze intracellular cytokiness, cells were fixed and permeabilized using Cytofix/Cytoperm solution (BD Biosciences) and stained with FITC-conjugated anti-mouse IFN-γ (XMG1.2: eBioscience), PE-conjugated anti-mouse IL-17A (TC11-18H10; BD Biosciences). For transcription factors, Foxp3/transcription factor staining buffer set (eBioscience), respectively. The cells were then and T-bet (4B10; eBioscience), and Alexa Fluor 647-labeled RORγt (Q31-378; BD Biosciences).

### Q-PCR

Total RNA was isolated using an RNeasy Mini Kit (Qiagen), and aliquots of 1 µg of extracted RNA were subjected to reverse transcription (RT) reaction using ReverTra Ace-α (TOYOBO). Real-time PCR analysis was performed to quantify the *Cxcl16* and *Cxcr6* mRNA expression levels using the SYBR Green PCR assay on a Thermal Cycler Dice Realtime System (TAKARA BIO). The expression of the target gene determined by RT-PCR was presented as a ratio, normalized to an endogenous reference (*Gapdh*). The specific primers were: 5′-GGC TTT GGA CCC TTG TCT CTT G-3′ (forward) and 5′-TTG CGC TCA AAG CAG TCC ACT-3′ (reverse) for mouse Cxcl16; 5′-AGA ATT TCT TCC GAC TCC CCG -3′ (forward) and 5′-CAG CTC ATC AAT TCC TGA ACC C-3′ (reverse) for human *CXCL16*; and 5′-GGA CAT TGG TTG CCT CCC TTA-3′ (forward) and 5′-AAA CAA AGC CTG CCT CAC CAC-3′ (reverse) for human *CXCR6*.

### Immunohistochemistry

For immunohistochemical analysis of human CXCL16 and CXCR6, the biopsy samples were fixed in 1% zinc sulfate/4% formalin (Richard-Allan Scientific). Sections of human mucosa 5-µm thick were deparaffinized, rehydrated, and treated with 0.3% H_2_O_2_ in PBS for 20 min at room temperature to block endogenous peroxidase activity. The sections were incubated with 5% bovine serum albumin in PBS for 30 min at room temperature and then with goat anti-human CXCL16 polyclonal Ab (R&D Systems), mouse anti-human CXCR6 monoclonal Ab (R&D Systems), or an identical concentration of control goat or mouse IgG, overnight at 4°C. The binding of primary Ab was detected with biotinylated donkey anti-goat or mouse IgG (DAKO) followed by streptavidin-horseradish peroxidase (ABC Elite; Vector Laboratories), visualized with 3,3′-diaminobenzidine (DAKO), and counterstained with hematoxylin (DAKO). Immunostaining of mouse CXCL16 was described previously [12].

### Microarray Data Collection and Analysis

Total RNA were prepared from CXCR6^+^CD4^+^ T cells and CXCR6^−^CD4^+^ T cells in the colon of colitic mice, and CD45RB^high^CD4^+^ naïve T cells in the spleen of BALB/c mice using a RNeasy Plus Mini kit (Qiagen). RNA was amplified and hybridized on the GeneChip Mouse Genome 430 2.0 Array (Affymetrix), according to the manufacture’s procedure. Expression values were determined with Gene Spring version 11.5 (Tomy Digital Biology). The data has also been submitted to GEO database (accession# GSE45881).

### Statistical Analysis

Differences between two groups were analyzed by the Student’s *t* test, unless otherwise specifically noted. When variances were unequal, the data were analyzed by Mann-Whitney U test. In all analyses, *P* < 0.05 was taken to indicate significance.

## Results

### Expression of CXCL16 and CXCR6 is Upregulated in the Inflamed Colon of CD Patients and a Mouse Model of CD Colitis

To gain insight into the pathological relevance of the CXCL16-CXCR6 system, we first investigated the expression of these molecules in inflamed colonic mucosa of patients with IBD. Quantitative PCR (Q-PCR) analysis showed that the expression level of the genes encoding *CXCL16* and *CXCR6* was significantly increased in the mucosa of CD patients compared to healthy subjects and UC patients (Fig. 1A, 1B). The upregulation of CXCL16 was also confirmed at the protein level by Western blot analysis (data not shown). Furthermore, there was a significant correlation between *CXCL16* and *CXCR6* expression in CD patients (Fig. 1C). By contrast, there were no statistically significant differences in the expression of these genes between UC patients and healthy subjects (Fig. 1A, 1B). Immunohistochemical studies confirmed that CXCL16 was highly expressed by a fraction of LP cells, most likely myeloid cells such as dendritic cells and/or macrophages because of their polymorphic cell shape with relatively large cytoplasm, in the inflamed mucosa of CD patients (Fig. 1D). In addition, colonic epithelium exhibited moderate CXCL16 expression. On the other hand, CXCR6 expression was observed on small round cells with the appearance of infiltrating lymphocytes in the colon of CD patients but not healthy controls (Fig. 1E).

**Figure 1:**
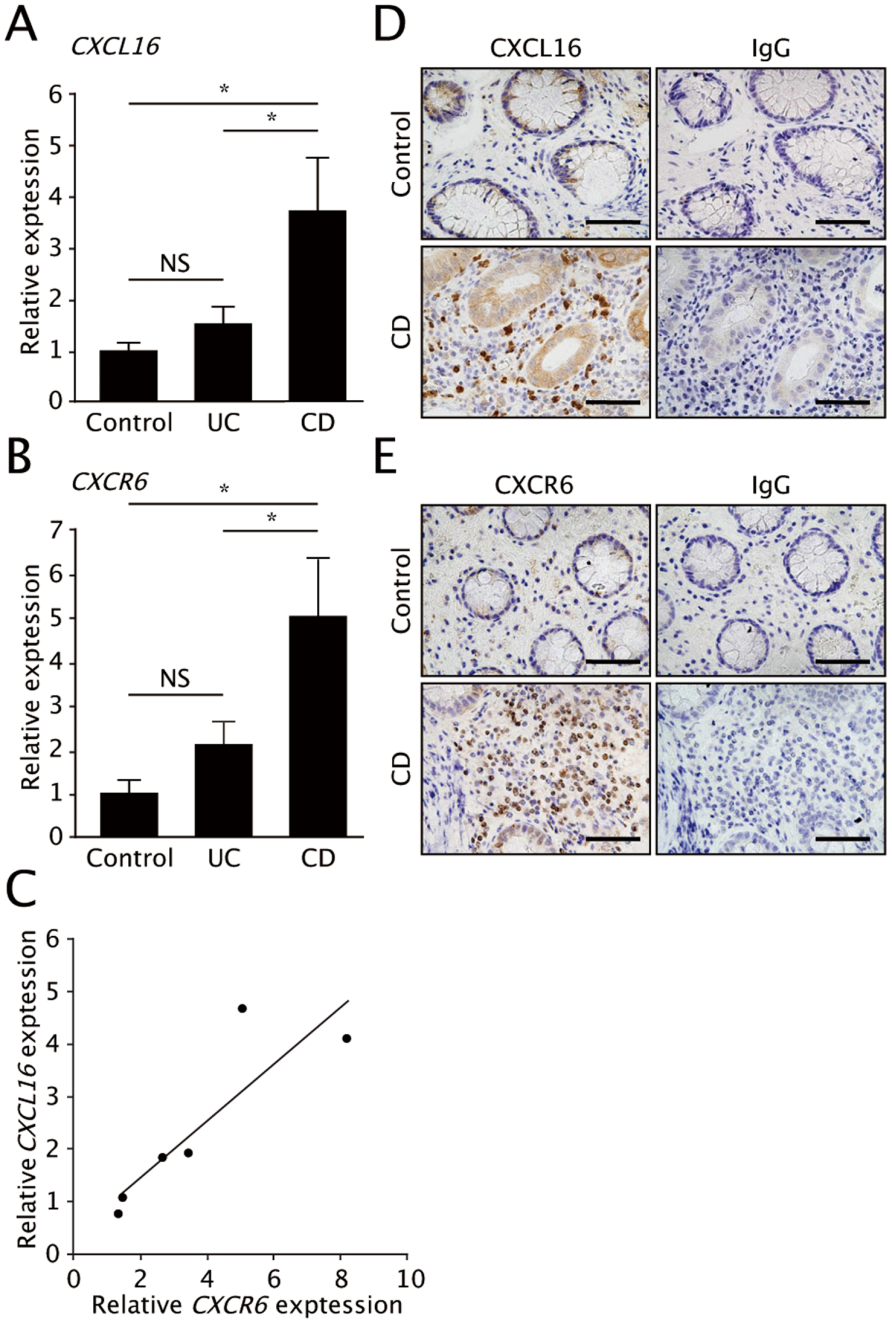
CXCL16 and CXCR6 are upregulated in colonic mucosa of CD patients. (**A, B**) mRNA expression of *CXCL16* (**A**) and *CXCR6* (**B**) was evaluated by Q-PCR. The expression of *CXCL16* and *CXCR6* is higher in colonic mucosa of patients with Crohn’s disease (CD) compared with patients with ulcerative colitis (UC) and healthy controls. Data were normalized to expression of *GAPDH* mRNA. (*n = *5–10; mean and s.e.m.). *, *P* < 0.05. (**C**) Correlation between *CXCL16* and *CXCR6* mRNA expression in the colonic mucosa of CD patients. Statistical analysis was performed by Spearman’s correlation; correlation coefficient = 0.76, *P* = 0.024. (**D, E**) Immunohistochemistry of CXCL16 (**D**) and CXCL16 (**E**) was performed on colonic mucosa of patients with CD and healthy controls. CXCL16 positive staining was observed on epithelial cells and a subset of colonic LP cells in CD patients (**D**). CXCR6 was strongly expressed by small round cells in CD mucosa (**E**). Scale bars, 50 µm, IgG indicates a control antibody. Representative photomicrographs obtained from the analysis of five or six specimens per group are shown.

We further examined CXCL16 expression in a well-characterized mouse model of CD colitis induced by adoptive transfer with CD45RB^high^ naïve CD4^+^ T cells into immunodeficient *Rag1^−/−^* mice. Similar to the situation in CD patients, *Cxcl16* mRNA levels were upregulated in colonic epithelial cells (CEC) and whole colon tissue from the colitic mice compared to healthy *Rag1^−/−^* mice (Fig. 2A). Immunohistochemical staining also demonstrated that CXCL16 protein was expressed by CECs, endothelial cells, and a subpopulation of immune cells in the inflamed colon tissue (Fig. 2B).

**Figure 2:**
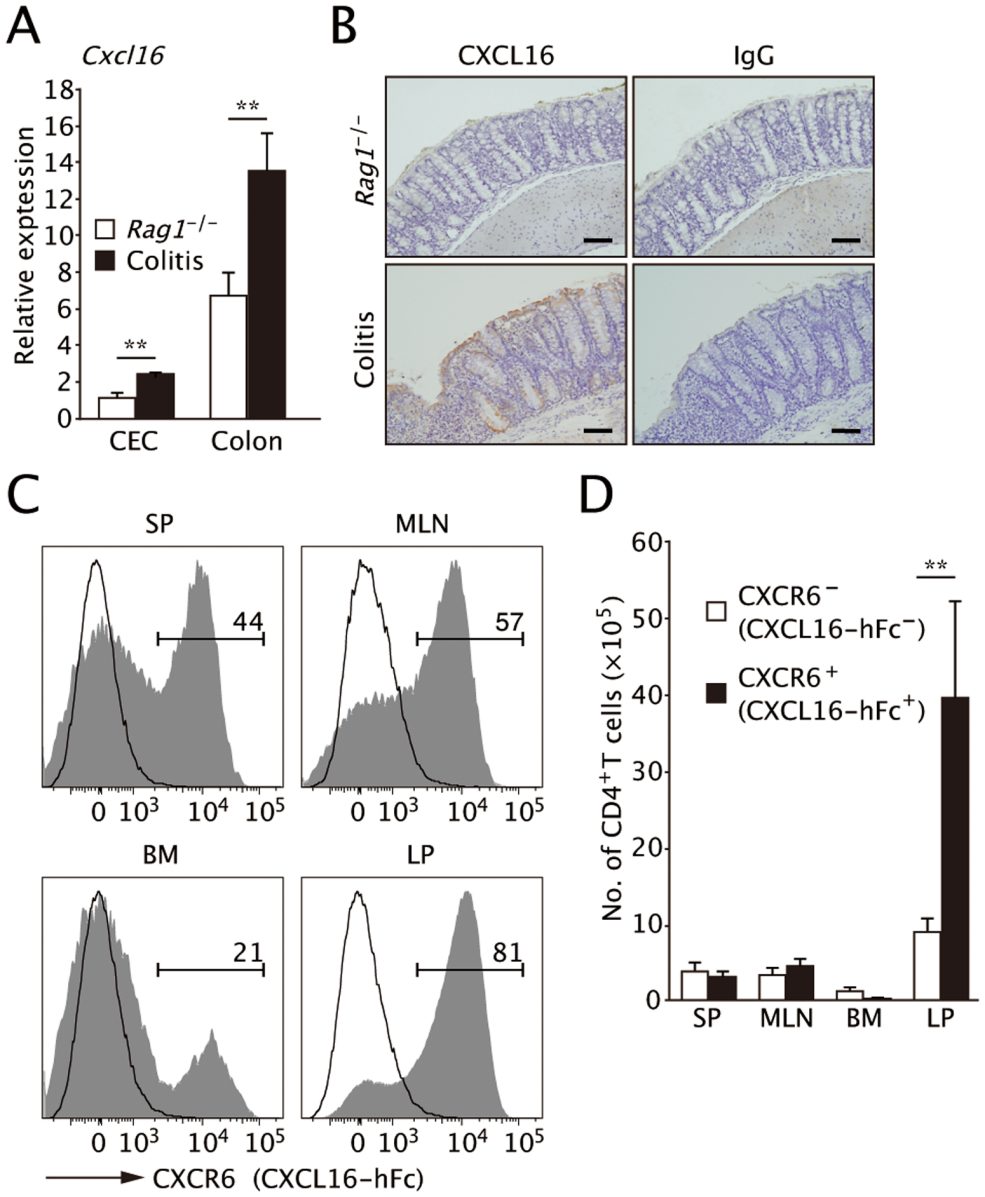
Expression of CXCL16 increased in the inflamed mucosa of CD45RB^high^ transfer colitis. (**A**) *Cxcl16* mRNA levels in colonic epithelium (CEC) and distal colon tissues were analyzed by Q-PCR 8 weeks after transfer. The expression of *Cxcl16* mRNA increased in both epithelium and colon tissues of the transfer model compared with healthy *Rag1^−/−^* mice. Data were normalized to expression of *Gapdh* mRNA. (*n = *5; mean and s.d.). **, *P* < 0.01. (**B**) CXCL16 immunostaining of the distal colon in colitic and healthy *Rag1^−/−^* mice. Scale bars, 100 µm. Data are representative of two independent experiments. (**C**) CXCR6 expression on CD4^+^ T cells was analyzed by flow cytometry using a mouse CXCL16-human IgG-Fc fusion protein or control human IgG-Fcγ at 8-week post transfer. CXCR6 was expressed at high levels by the majority of colonic LP CD4^+^ T cells in the colitic mice, by about half of the SP and MLN CD4^+^ T cells, and by ∼20% of BM cells. (**D**) Absolute numbers of CXCR6^+^ and CXCR6^−^ CD4^+^ T cells in each of tissues were calculated based on the flow cytometric analysis described in (**C**). Data are representative of three independent experiments (mean and s.d.). **, *P* < 0.01.

We subsequently analyzed distribution of CXCR6-expressing cells using a mouse CXCL16-human IgG-Fc fusion protein [13]. Although splenic CD4^+^CD45RB^high^ naïve T cells before the adoptive transfer lacked CXCR6 expression, 10.9% of CD4^+^CD45RB^low^ T cells expressed CXCR6 at intermediate levels (Fig. S1). Those CD4^+^CD45RB^low^CXCR6^int^ T cells had a CD44^+^CD62L^−^ effector memory phenotype. On the other hand, CD4^+^CD45RB^low^CXCR6^−^ T cells were a heterogeneous population that included cells of both CD44^−^CD62L^+^ naïve and CD44^+^CD62L^−^ effector memory phenotypes (Fig. S1C, S1D).

Most CD4^+^ T cells in colonic LP strongly expressed CXCR6 in colitis model mice at 8 weeks after adoptive transfer (Fig. 2C, 2D). Splenic and MLN CD4^+^ T cells expressed CXCR6 to a lesser extent, and only a small portion of BM CD4^+^ T were are positive for CXCR6 (Fig. 2C, 2D).

### CXCR6^−^ and CXCR^+^CD4^+^ T cells Subsets in the Inflamed Colon both Contain Effector and Effector-memory Cells

To further characterize CXCR6-expressing CD4^+^ T cells in the inflamed colon, we analyzed their expression of the activation and the memory markers: CD27, CD43, CD44, CD62L, and CD127. Colonic LP CXCR6^−^ and CXCR6^+^ subsets equally contained effector cells of the phenotype CD27^−^CD44^+^CD43^+^CD62L^−^CD127^−^ (Fig. 3A–C). Furthermore, there was no difference in the proportion of CD44^+^CD127^+^ effector-memory cells between the two groups (Fig. 3D). CD44^+^CD127^+^ effector-memory CD4^+^ T cell population can be subdivided into late and early effector-memory populations based on CD27 and CD62 expression, CD27^+^CD62L^−^ and CD27^−^CD62L^−^ cells representing early and late effector-memory populations, respectively [14], [15]. Colonic LP CXCR6^−^ and CXCR6^+^ subsets predominantly contain late rather than early effector memory cells (Fig. 3D–F). These data together demonstrate that the two subsets are composed of an almost identical proportion of effector and late effector-memory cell types (Fig. 3G). However, this was not the case in the spleen, where the SP CXCR6^−^ subset contained fewer effector and late effector memory cells but more early effector memory cells as well as central memory cells (CD44^+^CD127^+^CD27^+^CD62L^+^CD43^+^) compared with the CXCR6^+^ subset. MLN cells also showed a similar phenotype (Fig. S2). Asequential pathway of CD4^+^ T-cell differentiation, from central memory to early effector-memory and then late effector-memory cells has been proposed based on surface marker expression and the length of telomeres [15]–[17]. During this process, a high antigen load would enhance generation of late effector-memory cells. These observations suggest that the CXCR6-expressing CD4^+^ T cells may be more antigen-experienced and highly differentiated than the CXCR6^−^ subset in SP and MLN.

**Figure 3:**
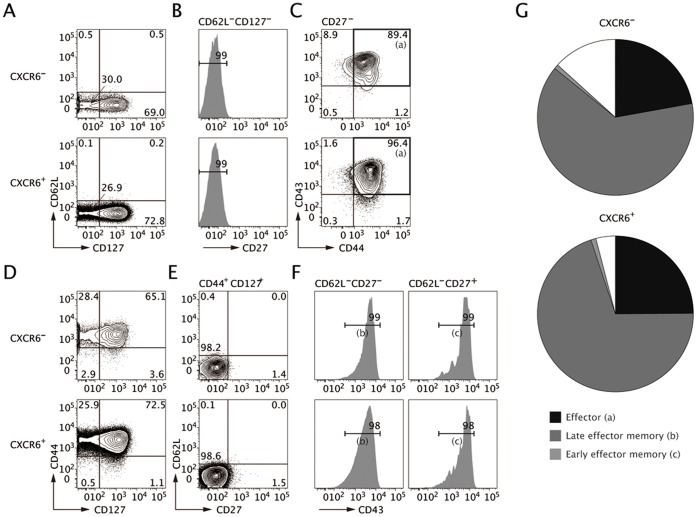
CXCR6 is expressed both by the effector and effector memory CD4^+^ T cells in the inflamed colon. LP CXCR6^−^ and CXCR6^+^ cells were analyzed for expression of activation and memory markers at week 8 post-transfer of naïve CD4^+^ T cells. (**A**–**C**) CD4^+^ T cells were gated as CD127^−^CD62L^−^CD27^−^CD43^+^CD44^+^ to measure the proportion of effector T cells (a). (**D**–**F**) The effector memory population (CD44^+^CD127^+^) was subdivided using CD62L and CD27 to measure early effector memory cells (CD62L^−^CD27^+^CD43^+^, b) and late effector memory cells (CD62L^−^CD27^−^CD43^+^, c). Data are representative of three independent experiments. (**G**) The relative percentages of effector, early effector memory and late effector memory in each subset are shown in a pie chart.

### CXCR6^+^CD4^+^ T cells are Responsible for the Production of Inflammatory Cytokines

In order to determine whether CXCR6 expression on CD4^+^ T cells relates to an effector function, we performed intracellular cytokine staining on SP, MLN and colonic LP cells from colitis model mice at 8 week post-transfer. In the colonic LP, the proportions of IFN-γ^+^ cells and IL-2^+^IFN-γ^+^ cells were higher in the CXCR6^+^ subset than in the CXCR6^−^ subset (Fig. 4A). Considering that the majority of colonic CD4^+^ T cells expressed CXCR6 (Fig. 2C), the source of IL-2 and IFN-γ in the inflamed colon was mainly the CXCR6^+^ subset (Fig. 4B). An *in vitro* Th1 differentiation assay with CFSE-labeled CD4^+^ naïve T cells showed that CFSE^−^CXCR6^+^ cells preferentially produced IFN-γ compared with CFSE^+^CXCR6^+^ cells and CXCR6^−^ cells (Fig. S3). Additionally, IL-17A-producing cells (IL-17A^+^ and IL-17A^+^TNF-α^+^) were predominantly a CXCR6^+^ subset (Fig. 4C, 4D). Immunohistochemical studies also confirmed expression of IL-17A by CXCR6^+^ cells in colonic mucosa of CD patients (Fig. S4). Thus, even though surface markers other than CXCR6 were quite similar between the CXCR6^+^ and CXCR6^−^ subsets, the cytokine production profile clearly distinguished the two populations. Together, the highly expanded CXCR6^+^ subset seems to mediate chronic inflammatory responses in the effector site by producing abundant Th1 and Th17 effector cytokines.

**Figure 4:**
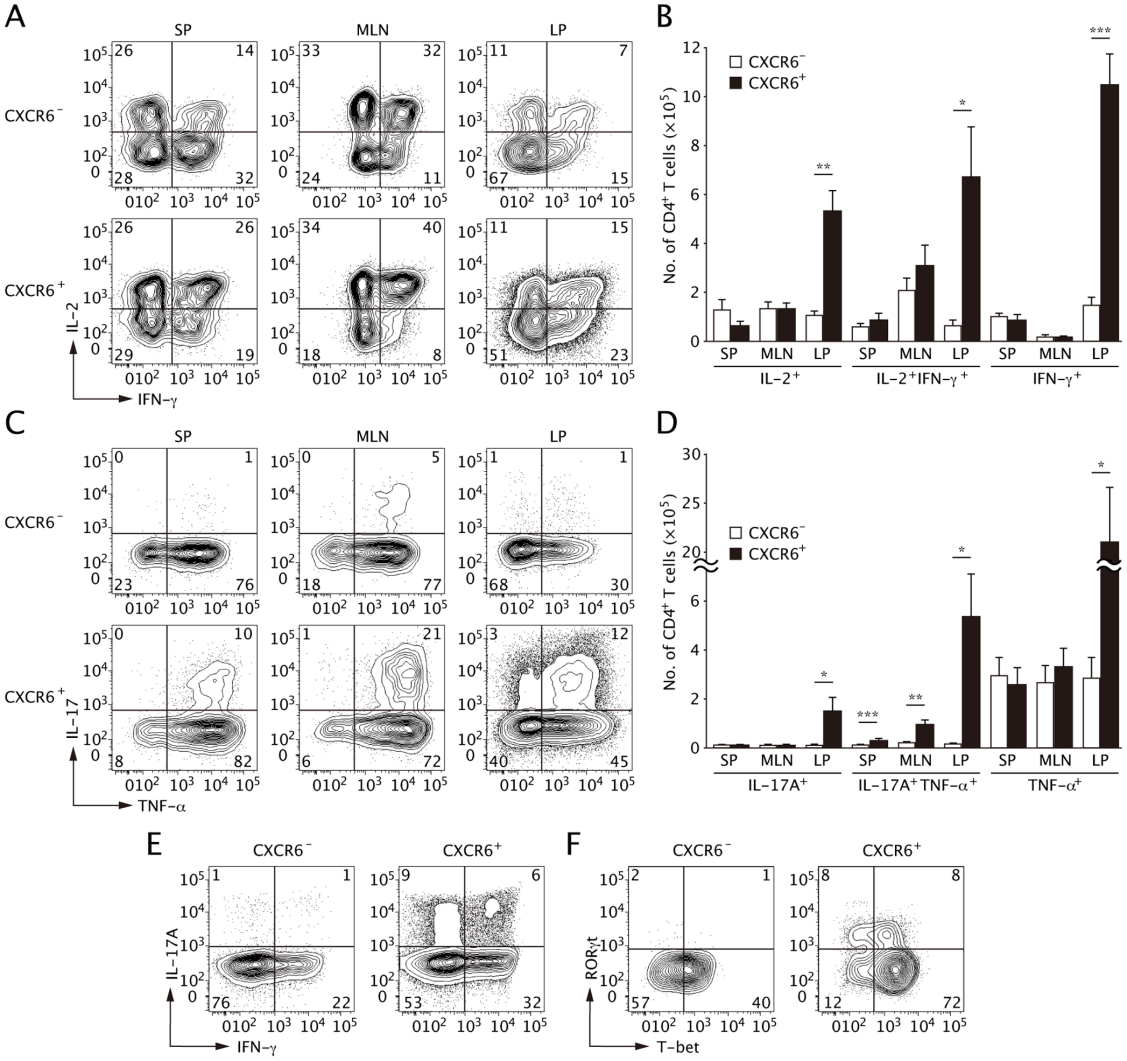
CXCR6 expression is related to the production of Th1 and Th17 cytokines. Intracellular staining for cytokine and transcription factors in CD4^+^ T cells was performed 8 weeks after naïve CD4^+^ T-cell transfer. (**A, B**) The frequency of IL-2^+^ cells and IFN-γ^+^ cells was analyzed in the CXCR6^−^ (upper) and CXCR6^+^ (lower) subsets (**A**) and the absolute number of T cells were graphed on the basis of the flow cytometric analysis (**B**). (**C, D**) The frequency of IL-17A^+^ cells and TNF-α^+^ cells was analyzed in CXCR6^−^ (upper) and CXCR6^+^ (lower) subset (**C**) and the numbers were graphed on the basis of flow cytometric analysis (**D**). (**E**) The frequency of IFN-γ^+^ cells and IL-17A^+^ cells was analyzed. (**F**) The frequency of T-bet^+^ cells and RORγt^+^ cells was analyzed. All data are representative from four independent experiments (mean and s.d.). *, *P* < 0.05 **, *P* < 0.01 ***, *P* < 0.001.

In SP and MLN, the CXCR6^+^ CD4^+^ T subset contained a greater proportion of IL-2^+^IFN-γ^+^ double-producing cells (Fig. 4A, 4B). Furthermore, the proportion and number of IL-17A^+^TNF-α^+^ double-producing cells was much higher in the CXCR6^+^ subset than in the CXCR6^−^ subset (Fig. 4C, 4D). Of note, more than half of the IL-17A-producing CXCR6^+^ cells co-expressed IFN-γ (Fig. 4E). Intracellular staining of T-bet and RORγt also supported the observation that CXCR6^+^ subset is composed mainly of Th1 (T-bet^+^) and Th17 (RORγ^+^) cells (Fig. 4F). Consistent with the co-expression of IL-17A and IFN-γ, the half of RORγt^+^CXCR6^+^ subset co-expressed T-bet.

### CXCR6 Expression on CD4^+^ T cells is not Required for the Accumulation of Colitogenic T cells

Given the upregulation of CXCL16 in the inflamed colon as well as the active role of CD4^+^CXCR6^+^ T cells in cytokine production, the CXCL16-CXCR6 system may be important for the development and persistence of the colonic inflammation. This possibility was directly assessed by the adoptive transfer of CD45RB^high^ naïve CD4^+^ cells isolated from CXCR6-deficient mice (*Cxcr6^Egfp/Egfp^* mice) into *Rag1^−/−^* recipients. CXCR6-EGFP heterozygous mice (*Cxcr6^+/Egfp^*) were used as positive control donor. The adoptive transfer of the CXCR6-deficient T cells induced a wasting disease associated with increased colon weight to a similar extent the control cells (Fig. 5A, 5B). Histopathological analysis of the distal colon confirmed the development of chronic inflammation in both groups (Fig. 5C). The absence of CXCR6 expression by LP CD4^+^ T cells isolated from recipients of *Cxcr6^Egfp/Egfp^* CD4^+^ cells was confirmed by flow cytometry (Fig. 5D). This observation raises the possibility that colitogenic CD4^+^ T cells may redundantly express other chemokine receptors to migrate into colonic lamina propria. In gene expression profiling, colitogenic CD4^+^ T cells displayed upregulation of 8 chemokine receptors including CXCR6 (Table S1).

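CXCR6+ and CXCR6− CD4+ T cells were sorted from the colonic LP of Rag1−/− mice with transfer colitis at 6 weeks after transfer (Table S1). RNA of each subset was hybridized to 2 Affymetrix GeneChip Mouse Genome 430 2.0 arrays. A further array held CD45RBhigh CD4+ naive T cells, which the methods place in the spleen of BALB/c mice, while its labels name both spleen and LP. In all, 5 arrays were analysed (CXCR6+, n = 2, CXCR6−, n = 2, naive, n = 1). The labels name the subsets CXCR6 Hi and CXCR6 Lo and call their arrays biological replicates, and the paper's text does not state how many mice gave each sample. The p-values measure only the spread between these arrays, whose number limits the precision of every value.

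The authors made the expression values with GeneSpring 11.5, and the submitters' notes name RMA. The deposited values of 45101 probe sets are linear signals scaled so that each array has a median of 1. For each of 18193 genes, the probe set with the highest mean signal among those with 1 gene symbol was used. Signals were log2 transformed, with the 2 signals of 0, both on the naive array, set to 0.001. A linear model over the 3 groups was fitted with limma, and p-values were adjusted by the Benjamini-Hochberg method over all genes. The naive array was assumed to vary like the LP groups. The median absolute log2 difference between the CXCR6+ arrays was 0.80 for genes with a signal under 1 and 0.24 for genes with a signal over 4.

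On simulated data, limma recovered 45.5% of genes with a log2 difference of 4 between the subsets. It recovered 0 of 67 genes at a log2 difference of 1 and 0 at 2, with 0 false calls among 17993 unchanged genes. For LP against naive T cells with 8000 changed genes, it recovered 22.9%, 77.7% and 94.5% at log2 differences of 1, 2 and 4, with 142 false calls among 10193 unchanged genes. With 200 changed genes in that comparison, it recovered 0 genes at each of these sizes. Since 1 naive array gives no spread of its own, these recoveries and false calls do not test whether it varies like the LP groups.

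The LP arrays and the naive array also differed across all genes, in added controls and in sex-linked genes. Spearman's correlation across genes, which are not independent replicates, was 0.951 to 0.957 between LP arrays and 0.821 to 0.826 between an LP array and the naive array. The added Dap poly-A control RNA had signals of 64.6 to 102 on the LP arrays and 0.194 on the naive array. The Lys, Phe and Thr controls had 8.23 to 15.7, 8.08 to 13.8 and 17.1 to 28.0 against 0.194, 0.277 and 0.379. The BioB control had 5.91 to 7.72 against 21.4. Preparation of the samples thus differed with the cell type, and the LP against naive calls cannot separate them. The ratio of 3′ to 5′ Gapdh signals was 2.81 to 6.96 on the LP arrays and 1.51 on the naive array. Xist, transcribed from the inactive X chromosome, had signals of 181 to 215 on the LP arrays and 0.864 on the naive array. Eif2s3y, a Y-linked gene, had signals of 1.59 to 3.41 and 53.5. Xist and Eif2s3y point to female LP cells and male naive cells, so sex cannot be separated from this comparison. Among the genes that passed between LP and naive T cells, 32.1% of their other probe sets with a mean signal of at least 1 moved the opposite way (1102 of 3437). Of those that moved by a log2 difference of at least 1, 24.6% did so (508 of 2068).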

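Of the 7 receptors of Table S1 that were analysed, Ccr1, Ccr4, Ccrl2 and Cxcr6 rose in LP CD4+ T cells against naive T cells, and Ccr6, Ccr8 and Ackr3 (Cxcr7) did not pass the test. Cxcr6, the receptor of CXCL16, had signals of 184 and 225 on the CXCR6+ arrays, 58.1 and 25.3 on the CXCR6− arrays and 10.5 on the naive array. For the mean of both subsets this is a log2 difference of 3.07 (SE 0.56, adjusted p = 0.0294) from limma. By subset, the difference of Cxcr6 was 4.27 in CXCR6+ cells, which passed, and 1.86 in CXCR6− cells, which did not. Ccrl2, an atypical receptor that binds chemerin, rose by 3.335 (SE 0.28, adjusted p = 0.0121), from 1.83 to signals of 16.7 to 20.8. Ccr4, a receptor of CCL17 and CCL22, rose by 4.17 (SE 0.64, adjusted p = 0.0225) at low signals of 2.00 to 4.91 against 0.189. Ccr1, a receptor of CCL3 and CCL5, rose by 2.38 (SE 0.29, adjusted p = 0.0163).

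Ccr6, the receptor of CCL20, had a log2 difference of 1.75 (SE 0.54, adjusted p = 0.0832). That of Ccr8 was 2.20 (SE 0.58, adjusted p = 0.0599) and that of Ackr3, an atypical receptor of CXCL12, 1.23 (SE 0.39, adjusted p = 0.0863). By the probe sets used, all 7 had higher signals on each of the 4 LP arrays than on the naive array, and 7 passed when adjusted over the list alone. Of the 8 receptors of Table S1, 1 was not analysed here. As a group they were higher in LP T cells than other genes (camera, adjusted p = 0.0059). With an estimated correlation, a setting in which 0 of 40 lists passed, the adjusted p was 0.663. The study chose these receptors on the same arrays, so neither the counts nor the test of the group is independent evidence.

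Of 16 chemokine receptors that Table S1 does not list, 1 rose, 2 fell and 13 did not pass the test (1 higher and 0 lower when adjusted over the list alone). Cxcr3, a receptor of CXCL9 and CXCL10 on Th1 cells, rose from 43.4 to signals of 136 to 159, a log2 difference of 1.785 (SE 0.25, adjusted p = 0.0197). Cxcr4, the receptor of CXCL12, fell by 1.27 (SE 0.26, adjusted p = 0.0368), from 80.2 to signals of 29.0 to 35.3. Ccr3, an eotaxin receptor, fell by 4.61 (SE 1.09, adjusted p = 0.0478) at signals of 0.0340 to 0.368 against 2.04, and had a difference of -1.44 with the signal plus 1. Ackr4 had signals of 0.0430 to 0.565 against 19.0, a difference of -6.23 that did not pass (adjusted p = 0.0544). It passed as lower with the 40th percentile filter, a variance trend with robust fitting, the signal plus 1 and a floor at 1. It did not with quantile normalization, the mean of probe sets, a fixed replicate term or without _s_at and _x_at probe sets. Ccr9 did not pass as reported (-0.418). It passed as lower with the mean of probe sets (-1.55, adjusted p = 0.0386) and without _s_at and _x_at probe sets (-4.06, adjusted p = 0.0322). Cxcr2 passed as lower with quantile normalization (adjusted p = 0.0406). With a variance trend and robust fitting, Ccr2 passed as higher (adjusted p = 0.0474) and Ccr7 as lower (adjusted p = 0.0351). The group as a whole did not pass against other genes (camera, adjusted p = 0.704). Over both groups of 23 receptors, 12 were at least 1.5-fold above naive T cells in CXCR6+ cells, 12 in CXCR6− cells and 11 in both, with no test.

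These p-values assume that the naive array varies like the LP groups. Without either CXCR6+ array, Ccrl2 was the one receptor of the 23 that rose, and without either CXCR6− array 0 rose by limma, with 7 and 8 higher at an unadjusted p under 0.05. Cxcr6 and Ccr3 did not pass when the probe sets of a gene were averaged, nor did Ccr3 with quantile normalization. With a fixed replicate term Cxcr6, Cxcr3 and Cxcr4 did not pass, and with a floor at a signal of 1 Ccr4 did not. With the 40th percentile filter, a variance trend with robust fitting, or the signal plus 1, all 7 analysed receptors of Table S1 passed. This term, this floor and the signal plus 1 were chosen after the values were seen. The second Cxcr6 probe set had a signal of 26.9 on the naive array and 23.9 to 177 on the LP arrays. Of these, only CXCR6− replicate 2 lay below the naive array. After finding that CXCR6-deficient T cells still induced colitis, the paper proposes the possibility that colitogenic CD4+ T cells may express other chemokine receptors redundantly, and it states the upregulation of the receptors of Table S1 next to that proposal.

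**Figure D1:**
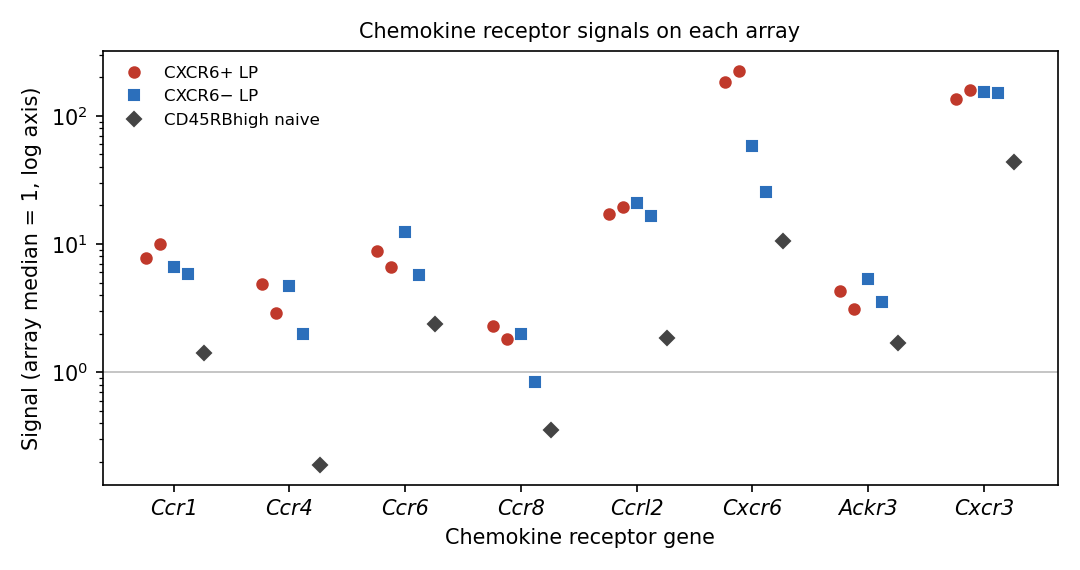
Signals of the 7 analysed receptors of Table S1 and of Cxcr3 on each of the 5 arrays (log axis, array median 1, CXCR6+ LP n = 2, CXCR6− LP n = 2, CD45RBhigh naive n = 1). For each gene the 4 LP points lie above the naive point, which is 10.5 for Cxcr6 and 0.189 for Ccr4.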

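Across all genes, 2756 rose and 3414 fell in LP CD4+ T cells against naive T cells, with a median log2 difference of -0.136. With quantile normalization, 2787 rose and 2274 fell, with a median of 0.00436. Of 13 genes of tissue-resident T cells, 10 rose, 2 fell and 1 did not pass the test (10 higher and 2 lower when adjusted over the list alone). Itgae, the αE integrin that binds E-cadherin, rose by 3.81 (SE 0.26, adjusted p = 0.0119). Nr4a1, an immediate early gene of T cell receptor signalling, rose by 3.76 (SE 0.39, adjusted p = 0.0144), and Bhlhe40, a transcription factor, by 3.64 (SE 0.24, adjusted p = 0.0119). Tissue dissociation can also induce immediate early genes. By the methods, colonic tissue was digested with collagenase and spleen was disrupted mechanically, so handling may add to the rise of Nr4a1, which was not tested. The chemokine Xcl1 fell by 3.60 (SE 0.43, adjusted p = 0.016). This list was higher than other genes (camera, adjusted p = 0.00566), and had an adjusted p = 0.663 with an estimated correlation. It includes Cxcr6, the gene used for the sort.

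Of 10 Th17 genes, 7 rose, 0 fell and 3 did not pass the test (7 higher and 0 lower when adjusted over the list alone). Il17a, the cytokine that names these cells, rose from a signal of 0.510 to signals of 18.1 to 30.7, a log2 difference of 5.49 (SE 0.26, adjusted p = 0.0119). Rora, a transcription factor of Th17 cells, rose by 3.81 (SE 0.29, adjusted p = 0.012). Of 13 Th1 genes, 6 rose, 1 fell and 6 did not pass the test (7 higher and 2 lower when adjusted over the list alone). Il18r1, a chain of the IL-18 receptor, rose by 2.68 (SE 0.31, adjusted p = 0.0155), Il12rb2, a chain of the IL-12 receptor, by 2.47 (adjusted p = 0.0269) and Ifng, which encodes IFN-γ, by 2.34 (adjusted p = 0.0231). Both lists were higher than other genes by camera (adjusted p = 0.00711 for Th17 and 0.045 for Th1). With an estimated correlation, the adjusted p was 0.663 for Th17 and 0.663 for Th1. In that setting 0 of 40 lists passed, even Th1 with an estimate of 0.000633, below the preset of 0.01. That setting therefore could not tell the lists apart. By fry's test of movement one way, 19 of 40 lists passed, Th17 and Th1 among them (adjusted p = 0.0237 each).

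Of 16 genes of costimulation and the TNF superfamily, 8 rose, 1 fell and 7 did not pass the test (9 higher and 2 lower when adjusted over the list alone). Tnfsf8, the ligand of CD30, rose by 3.84 (adjusted p = 0.0309) and Icos, a costimulatory receptor, by 3.26 (adjusted p = 0.012). The list was higher than other genes (camera, adjusted p = 0.0214), and had an adjusted p = 0.663 with an estimated correlation. Of 16 homing integrins and related receptors, 6 rose, 2 fell and 8 did not pass the test (6 higher and 2 lower when adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.102). S1pr5, a receptor for sphingosine 1-phosphate, fell by 7.70 (SE 1.48, adjusted p = 0.0325), from 11.4 to signals of 0.0260 to 0.300. Gpr18 rose by 2.78 (adjusted p = 0.0125) and Gpr183, an oxysterol receptor, by 2.27 (adjusted p = 0.0207). Of 17 genes of naive and memory T cells, 3 rose, 8 fell and 6 did not pass the test (5 higher and 9 lower when adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.348). The IL-6 receptor gene Il6ra fell by 5.47 (SE 0.63, adjusted p = 0.0156), the TNF receptor family gene Cd27 fell by 4.26 (adjusted p = 0.0127) and Lef1, a transcription factor of naive T cells, fell by 3.13 (adjusted p = 0.019).

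Genes of other cells moved in the same comparison. Of 26 genes of colonic epithelium, 10 rose, 1 fell and 15 did not pass the test (11 higher and 1 lower when adjusted over the list alone, higher than other genes by camera at an adjusted p = 0.00566, and adjusted p = 0.698 with an estimated correlation). Of 15 genes of fibroblasts and smooth muscle, 8 rose, 1 fell and 6 did not pass the test (9 higher and 2 lower when adjusted over the list alone, higher than other genes by camera at an adjusted p = 0.00711, and adjusted p = 0.663 with an estimated correlation). Of 11 B cell genes, 1 rose, 7 fell and 3 did not pass the test (1 higher and 7 lower when adjusted over the list alone, lower than other genes by camera at an adjusted p = 0.0411, and adjusted p = 0.663 with an estimated correlation). Of 26 immediate early and heat shock genes, which tissue dissociation can induce, 14 rose, 1 fell and 11 did not pass the test (15 higher and 2 lower when adjusted over the list alone, higher than other genes by camera at an adjusted p = 0.00233, and adjusted p = 0.663 with an estimated correlation). All p-values are from limma and assume that the naive array varies like the LP groups. Without either CXCR6− array, 0 genes passed, with 7530 and 7545 at an unadjusted p under 0.05, and without either CXCR6+ array 945 and 999 rose and 824 and 939 fell. With the signal plus 1, chosen after the values were seen, the log2 differences of genes with signals under 1 were -3.51 for S1pr5, 3.99 for Il17a and 1.00 for Il12rb2. Il12rb2 did not pass with quantile normalization or with a floor at a signal of 1, and Lef1 (-2.03) did not with the mean of its probe sets, a setting that gave -2.92 for Il6ra. With a fixed replicate term Ifng, S1pr5 and Tnfsf8 did not pass, this term and the floor also chosen then. The Th1 list did not pass without either CXCR6+ array, without CXCR6− replicate 1 or with that term, and B cell genes did not with the 40th percentile filter.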

**Figure 5:**
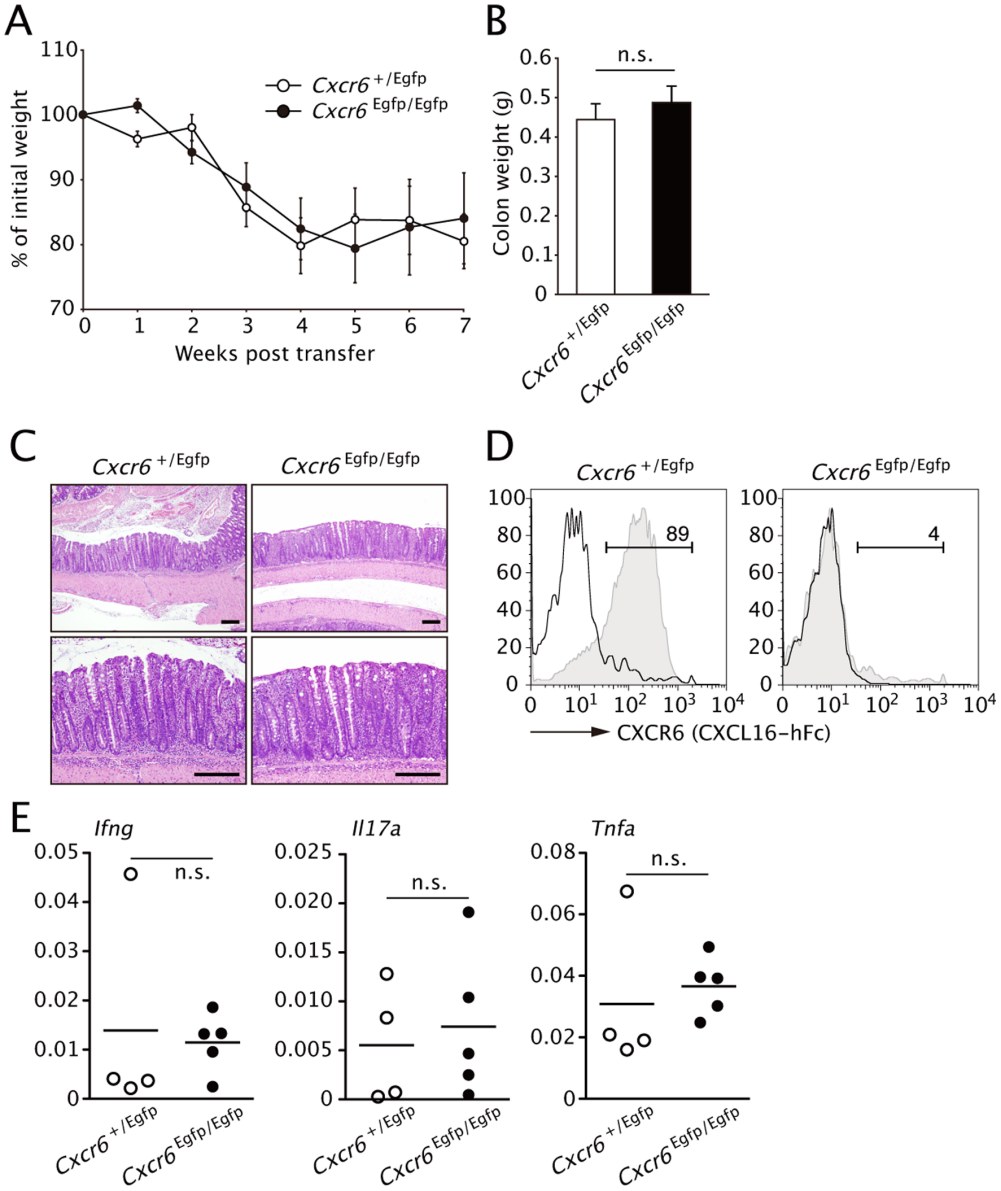
CXCR6 expression is not required for development of transfer colitis. (**A**) Body weight of *Rag1^−/−^* recipients of i.v. injected purified CD45RB^high^CD4^+^ T cells form *Cxcr6* ^+/Egfp^ or *Cxcr6* ^Egfp/Egfp^ (CXCR6-deficient) mice on day 0, presented as percent of original weight. (**B**) Colon weight of the mice in (**A**) on week 7. Data are representative of two independent experiments (mean and s.d.). (**C**) Histology of colon tissues from the mice in **B**. (**D**) CXCR6 expression by LP CD4^+^ T cells was analyzed by flow cytometry using CXCL16-hFc at 7-week post transfer. (**E**) Expression levels of indicated cytokines in distal colon were analyzed by Q-PCR at 7 weeks after the transfer. Data were normalized to expression of *Gapdh*. (*n = *4 or 5; mean and s.d.).

We also examined whether CXCL16-CXCR6 axis is involved in the signal transduction for proinflammatory cytokine production. The expression levels of effector cytokine transcripts in the inflamed colon tissues were comparable regardless of CXCR6 expression on the adoptively transferred CD4^+^ T cells (Fig. 5E). Consistently, the production of IL-2 and IFN-γ by CXCR6^+^CD4^+^ T cells were comparable when the cells were cultured in Th1-conditioned medium with and without supplementation of recombinant mouse CXCL16 or CXCL16-Fc. (Fig. S5). Taken together, these data imply that the CXCL16-CXCR6 system appears to be dispensable for the migration and function of colitogenic T cells.

### CXCR6^−^CD4^+^ T cells but not CXCR6^+^CD4^+^ T cells can Transfer Colitis

To further assess the roles of CXCR6^+^ and CXCR6^−^ T cells in the pathogenesis of colitis, we next performed adoptive retransfer of LP CXCR6^+^ and CXCR6^−^ CD4^+^ T cells recovered from the inflamed colon. To avoid carry over of regulatory T cells into the recipient mice, we eliminated the CD25^high^ population from the donor cells (Fig. 6A). Unexpectedly, *Rag1^−/−^* recipients of the CXCR6^−^ subset exhibited progressive body weight loss with clinical symptoms of colitis to a similar extent as the recipients of splenic CD45RB^high^ naïve CD4^+^ T cells. On the other hand, the recipients of the CXCR6^+^ subset exhibited mild body weight loss at 1 week post-transfer; however, they recovered quickly and remained healthy for the 8-week duration of the study (Fig. 6B). The colon/body weight ratio of the recipients of the CXCR6^−^ subset was significantly higher than the CXCR6^+^ subset at 8 weeks (data not shown). Histopathological analysis of the distal colon tissues from the two groups indicated that the transfer of the CXCR6^−^ but not CXCR6^+^ subset induced chronic inflammation similar to that observed in CD45RB^high^-transferred *Rag1^−/−^* recipients (Fig. 6C). These observations indicate that only the CXCR6^−^ subset retains the ability to transfer the disease. *Rag1^−/−^* recipients reconstituted with CXCR6^+^ cells contained a limited number of CD4^+^ T cells in SP, MLN, and colon LP that retained CXCR6 expression (Fig. 6D, 6E). In sharp contrast, the CXCR6^−^ cells retransferred into *Rag1^−/−^* recipients vigorously expanded and the majority of them upregulated CXCR6 expression. The conversion of retransferred CXCR6^−^ into CXCR6^+^ cells was most prominent in LP among the tissues tested (Fig. 6E). The CD4^+^ T cells that acquired CXCR6 expression predominantly produced effector cytokines such as IFN-γ and IL-17A (Fig. 6F), suggesting that CXCR6^+^ cells generated *in situ* from CXCR6^−^ cells mediate the colonic inflammation.

**Figure 6:**
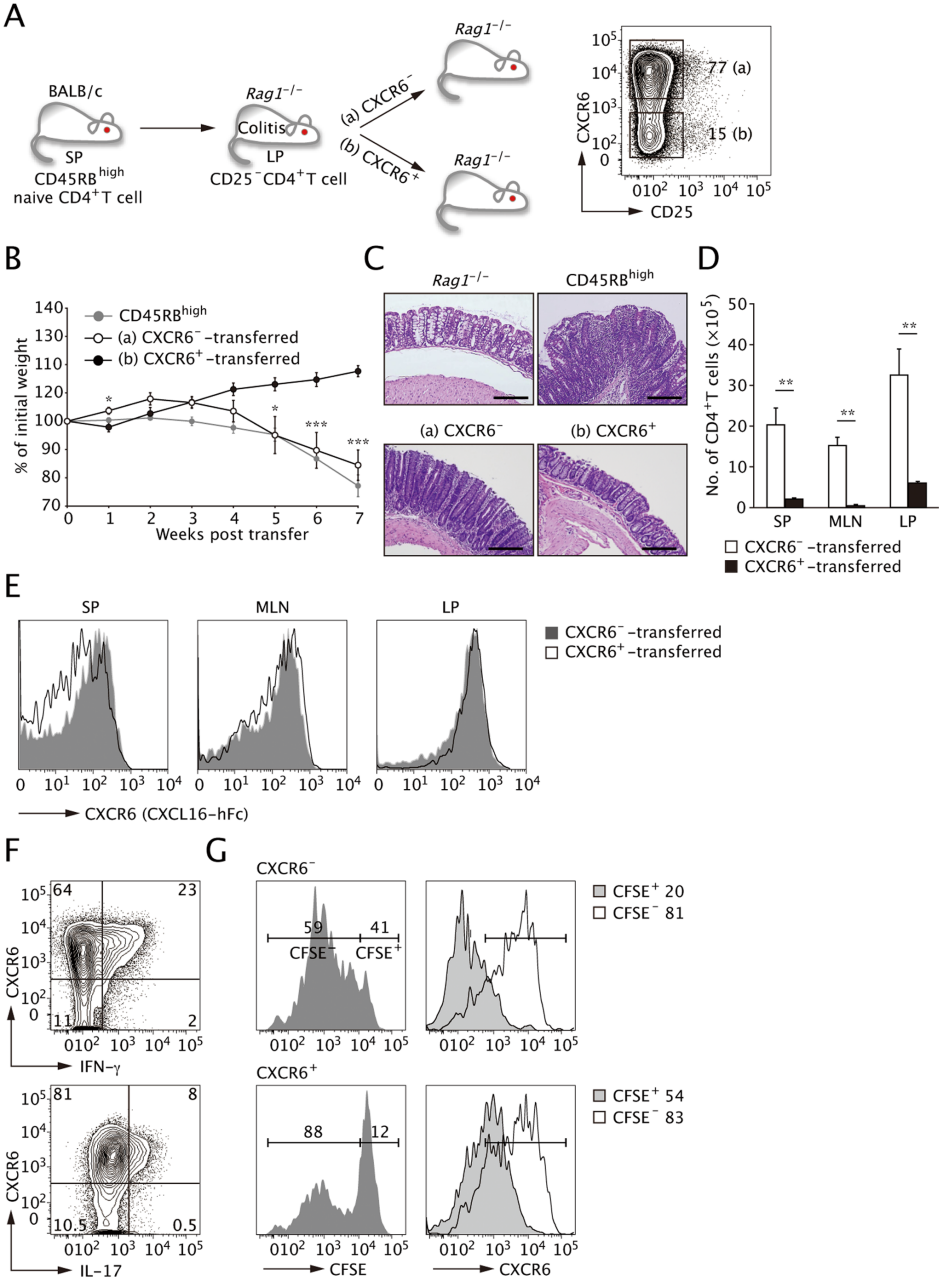
LP CXCR6^−^ but not CXCR6^+^ cells can transfer wasting and colitis upon retransfer into *Rag1^−/−^* recipients. (**A**) Schematic transfer protocol. An equal number of CD25^−^CXCR6^−^ cells or CD25^−^CXCR6^+^CD4^+^ T cell isolated from colon LP of colitic mice was retransferred into *Rag1^−/−^* mice. (**B**) Time course of changes in body weight after retransfer of the two subsets or transfer of CD45RB^high^ naïve T cells. CXCR6^–^transferred *Rag1^−/−^* mice manifested progressive body weight loss to a similar extent to CD45RB^high^-transferred *Rag1^−/−^* mice, whereas the cohort that received CXCR6^+^cells did not show wasting. Data are expressed as the mean and s.e.m of two independent experiments. *, *P* < 0.05 ***, *P* < 0.001 versus CXCR6^+^-transferred animals. (**C**) Histopathological analysis of distal colon tissue at 8 weeks post transfer. The transfer of CXCR6^−^CD4^+^ T cells alone induced intestinal inflammation. Scale bars, 50 µm. (**D**) Number of CD4^+^ T cells in each group were calculated based on the flow cytometric analysis. (**E**) CXCR6 expression on CD4^+^ T cells in each group was analyzed by flow cytometry using CXCL16-hFc at 8-week post transfer. CXCR6^−^CD4^+^ T cells express CXCR6 upon retransfer. (**F**) Intracellular cytokine staining was performed in LP CD4^+^ T cells in recipients of CXCR6^−^CD4^+^ T cells at 8 weeks after transfer. The CXCR6^−^ subset produced IFN-γ and IL-17A coincident with the expression of CXCR6 upon retransfer. (**G**) LP CXCR6^−^ and CXCR6^+^ subsets were purified from CD45RB^high^-transferred *Rag1^−/−^* mice at 8-week post transfer, labeled with CFSE and cultured with LP MHC class II^+^CD11c^+^ cells at a 5∶1 ratio in the presence of 5 µg/ml anti-CD3ε Abs and 20 ng/ml IL-23 for 3 days. Proliferation was measured by CFSE dilution. Proliferation by CXCR6^−^ and CXCR6^+^ cells is depicted in the right columns. All data are representative from four independent experiments (mean and s.d.).

The fact that recipients of retransferred CXCR6^+^ cells failed to develop the disease raised the possibility that this could be a population of terminally differentiated effector cells with little proliferative activity. Indeed, the CXCR6^+^ subset was less proliferative compared to the CXCR6^−^ counterpart upon *in vitro* restimulation (Fig. 6G). Collectively, these observations indicate that the CXCR6^−^ cells actively expand, giving rise to CXC6^+^ effector T cells that are responsible for the persistence of the chronic colitis.

## Discussion

The CXCL16-CXCR6 system is involved in the pathogenesis of several inflammatory disorders including rheumatoid arthritis and chronic liver inflammation by recruiting CD4^+^ and CD8^+^ T cells [18]–[21]. More recently, two groups have demonstrated that CXCL16 is upregulated in the inflamed colonic tissue and serum of CD patients [3], [5]. We here demonstrate that CXCR6^+^ lymphocytes accumulated within the inflammatory lesions in CD patients. In accordance with this observation, the majority of LP CD4^+^ T cells expressed CXCR6 in the mouse model of colitis induced by adoptive transfer of CD4^+^CD45RB^high^ T cells. The frequency of CXCR6^+^CD4^+^ T cells was much higher in the colon than in the SP and MLN of these mice. Both the major CXCR6^+^ and minor CXCR6^−^ CD4^+^ T-cell subsets were mainly composed of effector (CD62L^−^CD127^−^CD27^−^CD44^+^CD43^+^) and late effector memory (CD62L^−^CD127^+^CD27^−^CD44^+^) cells [14], [15]. Nevertheless, the two subsets were functionally distinct; only the LP CXCR6^+^ subset recovered from the inflamed tissue abundantly produced inflammatory effector cytokines such as TNF-α, IFN-γ and IL-17A. Retransfer of the LP CXCR6^+^ cells, however, failed to induce colitis. This unexpected result is ascribed to the lack of proliferative activity in the CXCR6^+^ subset, suggesting that this cell population consists of the short-lived, finally differentiated effector cells. By contrast, much fewer cells in the CXCR6^−^ subset produce effector cytokines but the cells nonetheless retain the ability to proliferate and differentiate into CXCR6^+^ effector cells *in situ* after retransfer. We and others have reported that CD4^+^ T cells upregulate CXCR6 upon stimulation with anti-CD3ε and CD28 mAbs [12], [20], [22]. Therefore, it is plausible that retransferred CXCR6^−^ cells undergo homeostatic proliferation in the *Rag1* ^−/−^ host and some of them migrate into the gut, where they are activated by, most likely, microbial antigens, and fully differentiate into cytokine-producing CXCR6^+^ effector cells. Studies of both CD8^+^ and CD4^+^ T-cell memory in chronic viral or parasitic infection have correlated the memory phenotype with the level and duration of antigen stimulation; a low level chronic infection would lead to maintenance of early effector memory cells, whereas a high level infection would enhance late effector-memory cells [15], [23]. In addition to such a parallel differentiation pathway, a linear pathway of CD4^+^ T-cell differentiation has been proposed; namely, early effector memory cells could differentiate into late effector memory cells, and eventually to effector cells [14], [15], [23]. In the CD4^+^CD45RB^high^-transfer model, CD4^+^ T cells should be exposed to a large amount of antigens derived from the commensal microbiota in the gut. It is thus reasonable that the majority of colonic CD4^+^ T cells in this model indeed display late effector-memory and effector phenotypes. The differentiation from CXCR6^−^ to CXCR6^+^ cells must be an ongoing process during the course of chronic inflammation, given the abundance of CXCR6^+^ cells in the inflamed colon despite their being short-lived. Therefore, the CXCR6^−^ subset is most likely responsible for the persistence of chronic inflammation in the gut.

Previous studies indicated that CXCL16 is induced on the surface of myeloid cells such as macrophages and dendritic cells upon activation [18], [24], and is also constitutively expressed by follicle-associated epithelium, which is immunologically activated by stimuli from the underlying lymphoid follicles in the Peyer’s patch [12], [25]. Inflammatory cytokines such as TNF-α and INF-γ synergize to induce CXCL16 in the intestinal epithelial cells [26]. In accordance with these reports, we also observed that myeloid and epithelial cells express this chemokine in the inflamed colon where TNF-α and INF-γ are abundantly expressed. Although the CXCL16-CXCR6 system seems to be dispensable for the development of chronic colitis in the CD4^+^CD45RB^high^-transferred model as described here, another group has suggested that gene-targeting deletion or neutralization of CXCL16 ameliorates colonic inflammation in experimental colitis induced by dextran sulfate sodium or trinitrobenzene sulfonic acid [5]. This response is at least partly due to downregulation of the inflammatory response in CXCL16-deficient macrophages [5]. These data imply that the CXCL16-CXCR6 system plays a role in certain aspects of the inflammatory response in the gut. Similarly, colitogenic invariant natural killer (iNKT) cells also accumulate in colonic LP in a CXCL16-dependent manner and increase morbidity in oxazolone-induced experimental colitis under germ-free conditions [27]. However, in the CD45RB^high^ T-cell*-*transfer colitis model, we show that CXCR6-deficient CD4^+^ T cells retain the ability to induce wasting and colitis. The numbers of CD4^+^ T cells infiltrating into the colonic tissue were comparable in mice transferred with CXCR6-deficient or control CD4^+^CD45RB^high^ cells (data not shown). This result indicates that CXCR6 is dispensable for recruiting CD4^+^ T cells to the colonic LP. CXCR6 deficiency seems to be compensated by other chemokine receptors in this experimental colitis model. Indeed, multiple chemokine receptors are reported to recruit colitigenic CD4^+^ T cells into the site of inflammation in CD patients [9], [10].

Previous studies have linked CXCR6 expression by CD4^+^ and CD8^+^ T cells to IFN-γ but not IL-4 expression in graft-versus-host-induced hepatitis and rheumatoid arthritis [20], [28]. Our data also demonstrate that the frequency of IFN-γ-producing cells is higher in the CXCR6^+^CD4^+^ subset compared to its CXCR6^−^ counterpart in the inflamed colon. However, the most striking difference was observed in the IL-17A expression profiles. Colonic CXCR6^+^ cells preferentially expressed IL-17A, whereas very few CXCR6^−^ cells produced this cytokine. This observation raises the possibility that the CXCL16-CXCR6 axis may play a significant role in the recruitment of Th17 cells to the colonic mucosa. The CD4^+^CD45RB^high^ cell-induced colitis is mainly mediated by a Th1-dominant inflammatory response [29] and contribution of the Th17-response in this model is relatively minor. Therefore, CXCR6 could well be a functional marker for the Th17-type effector, but that CXCR6 deficiency would not affect the development of colitis in a Th1-dominant model such as the CD4^+^CD45RB^high^ cell-transferred model. Further studies using a Th17-dependent colitis model will be required to address this issue. Because CXCR6^−^CD4^+^ T cells are responsible for recurrent inflammatory responses, this cell population could be a potential therapeutic target for the chronic inflammation in CD.

## Supporting Information

Figure S1 **CD45RB^low^CD4 T^+^ cells express CXCR6.** (**A, B**) Splenic CD4^+^ T cells were recovered from BALB/c mice, divided into CD45RB^high^ naïve cells and CD45RB^low^ cells (**A**), and the expression of CXCR6 was analyzed using CXCL16-hIgG Fcg fusion protein (CXCL16-hFc). Solid line, hIgG-Fcγ (**B**). (**C, D**) The expressions of CD44, CD62L and CD25 were compared among CD45RB^high^ naïve, CD45RB^low^CXCR6^−^ and CD45RB^low^CXCR6^+^ CD4^+^ T cells. Data are representative of three independent experiments.
(PPTX) Click here for additional data file.

Figure S2 **SP and MLN CXCR6** ^−^ **and CXCR6^+^CD4^+^ T-cell subsets were analyzed for expression of activation and memory markers on week 8 post-transfer of naïve CD4^+^ T cells.** (A–C) The each subset was gated into CD127^−^CD62L^−^CD27^−^CD43^+^CD44^+^ to measure the proportion of effector T cells (a). (D–G) Memory population (CD44^+^CD127^+^) was subdivided using CD62L, CD27 and CD43 to measure late effector memory cells (CD62L^−^CD27^−^CD43^+^, b) early effector memory cells (CD62L^−^CD27^+^CD43^+^, C) and central memory cells (CD62L^+^CD27^+^, d). Data are representative of three independent experiments. (H) The relative percentages of effector, early effector memory and late effector memory cells in each subset are shown in a pie chart based on (A–G).
(PPTX) Click here for additional data file.

Figure S3 **Well-proliferated CD4^+^ T cells express CXCR6, and their CXCR6 expression is correlated with IFN-g and IL-2 productions.** CFSE-labeled naïve CD4^+^ T cells were differentiated under Th1 condition. On the 6 days of culture, the CXCR6 expression and cytokine production were determined by flow cytometry.
(PPTX) Click here for additional data file.

Figure S4 **CXCR6^+^ cells express IL-17A in CD colitis.** Immunohistochemistry of CXCR6 (left) and IL-17A (right) was performed on serial paraffin sections of colonic mucosa from patients with CD.
(PPTX) Click here for additional data file.

Figure S5 **CXCL16 stimulation does not enhance effector cytokine production.** Naïve CD4^+^ T cells were differentiated under Th1 condition with or without soluble CXCL16 or plate-bound CXCL16-human IgG-Fc fusion protein (CXCL16-hFc). Human IgG-Fc (hFc) was used as a control for CXCL16-Fc. After 6 days of culture, cytokine production in CXCR6^+^ subset was examined by flow cytometry.
(PPTX) Click here for additional data file.

Table S1 (PPTX) Click here for additional data file.

# Supplementary material for: Distinct Roles for CXCR6+ and CXCR6− CD4+ T Cells in the Pathogenesis of Chronic Colitis
**Source:** PLoS One. 2013 Jun 19;8(6):e65488. doi: 10.1371/journal.pone.0065488
**Supplement:** Figure S1 — CD45RBlowCD4 T+ cells express CXCR6. (A, B) Splenic CD4+ T cells were recovered from BALB/c mice, divided into CD45RBhigh naïve cells and CD45RBlow cells (A), and the expression of CXCR6 was analyzed using CXCL16-hIgG Fcg fusion protein (CXCL16-hFc). Solid line, hIgG-Fcγ (B). (C, D) The expressions of CD44, CD62L and CD25 were compared among CD45RBhigh naïve, CD45RBlowCXCR6− and CD45RBlowCXCR6+ CD4+ T cells. Data are representative of three independent experiments.

## Slide 1
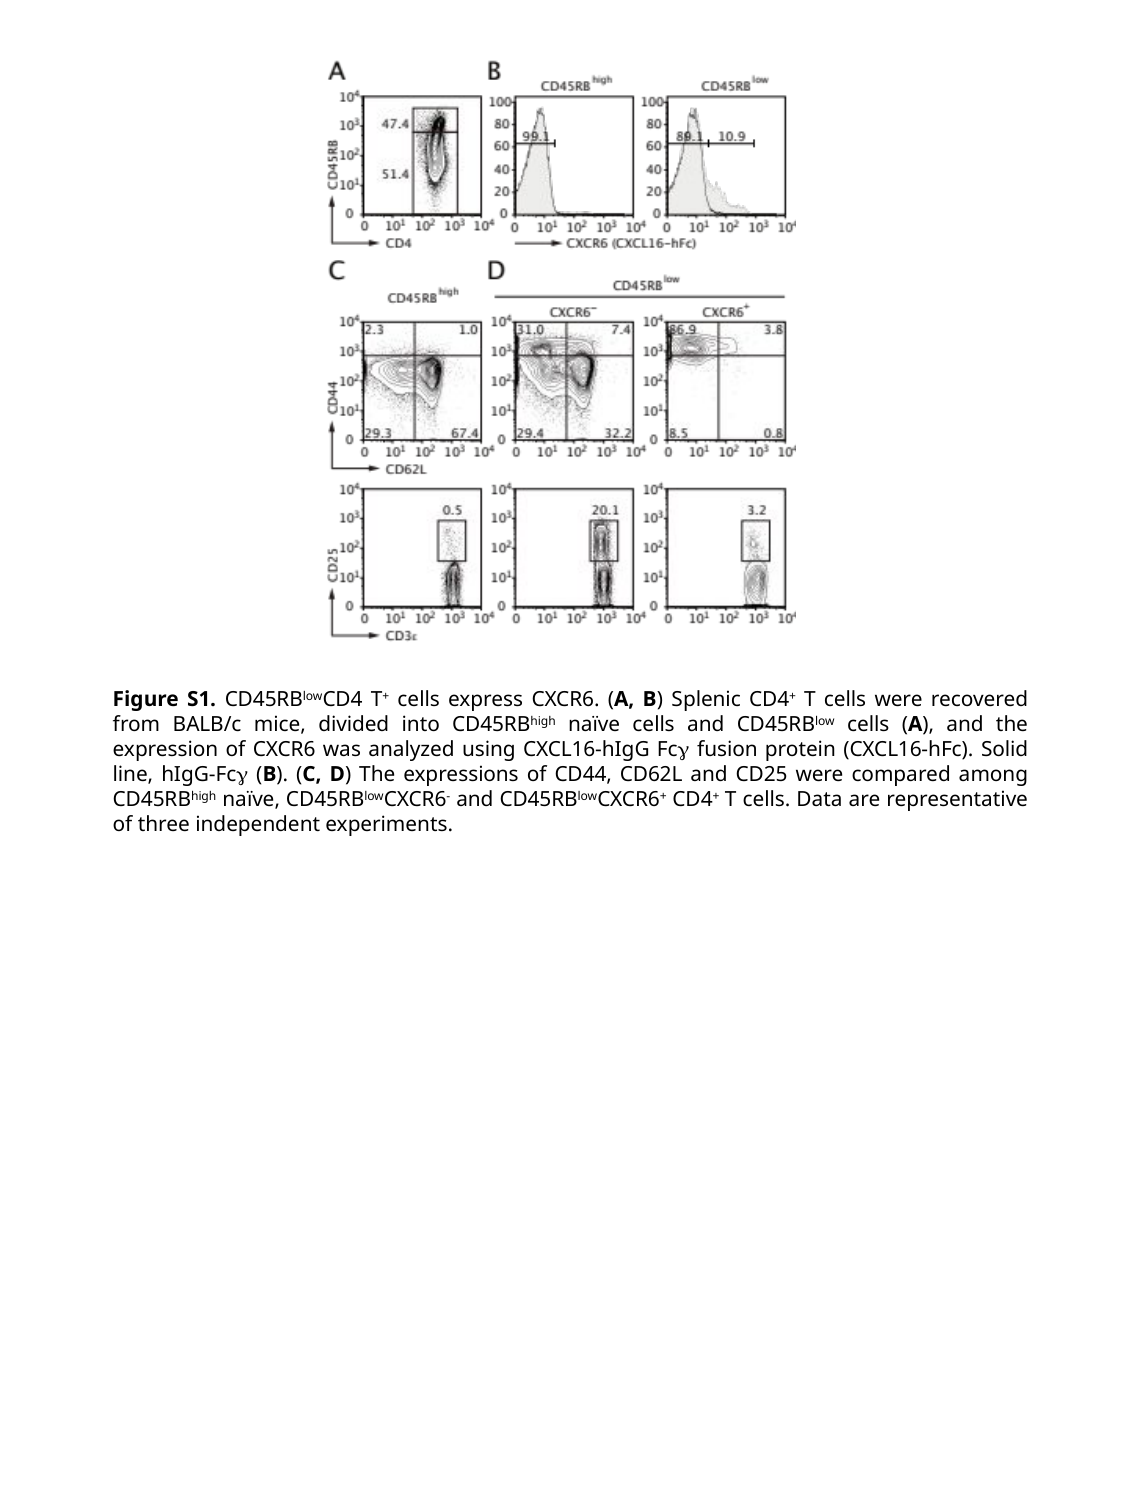

Figure S1. CD45RBlowCD4 T+ cells express CXCR6. (A, B) Splenic CD4+ T cells were recovered from BALB/c mice, divided into CD45RBhigh naïve cells and CD45RBlow cells (A), and the expression of CXCR6 was analyzed using CXCL16-hIgG Fcg fusion protein (CXCL16-hFc). Solid line, hIgG-Fcg (B). (C, D) The expressions of CD44, CD62L and CD25 were compared among CD45RBhigh naïve, CD45RBlowCXCR6- and CD45RBlowCXCR6+ CD4+ T cells. Data are representative of three independent experiments.

# Supplementary material for: Distinct Roles for CXCR6+ and CXCR6− CD4+ T Cells in the Pathogenesis of Chronic Colitis
**Source:** PLoS One. 2013 Jun 19;8(6):e65488. doi: 10.1371/journal.pone.0065488
**Supplement:** Figure S2 — SP and MLN CXCR6 − and CXCR6+CD4+ T-cell subsets were analyzed for expression of activation and memory markers on week 8 post-transfer of naïve CD4+ T cells. (A–C) The each subset was gated into CD127−CD62L−CD27−CD43+CD44+ to measure the proportion of effector T cells (a). (D–G) Memory population (CD44+CD127+) was subdivided using CD62L, CD27 and CD43 to measure late effector memory cells (CD62L−CD27−CD43+, b) early effector memory cells (CD62L−CD27+CD43+, C) and central memory cells (CD62L+CD27+, d). Data are representative of three independent experiments. (H) The relative percentages of effector, early effector memory and late effector memory cells in each subset are shown in a pie chart based on (A–G).

## Slide 1
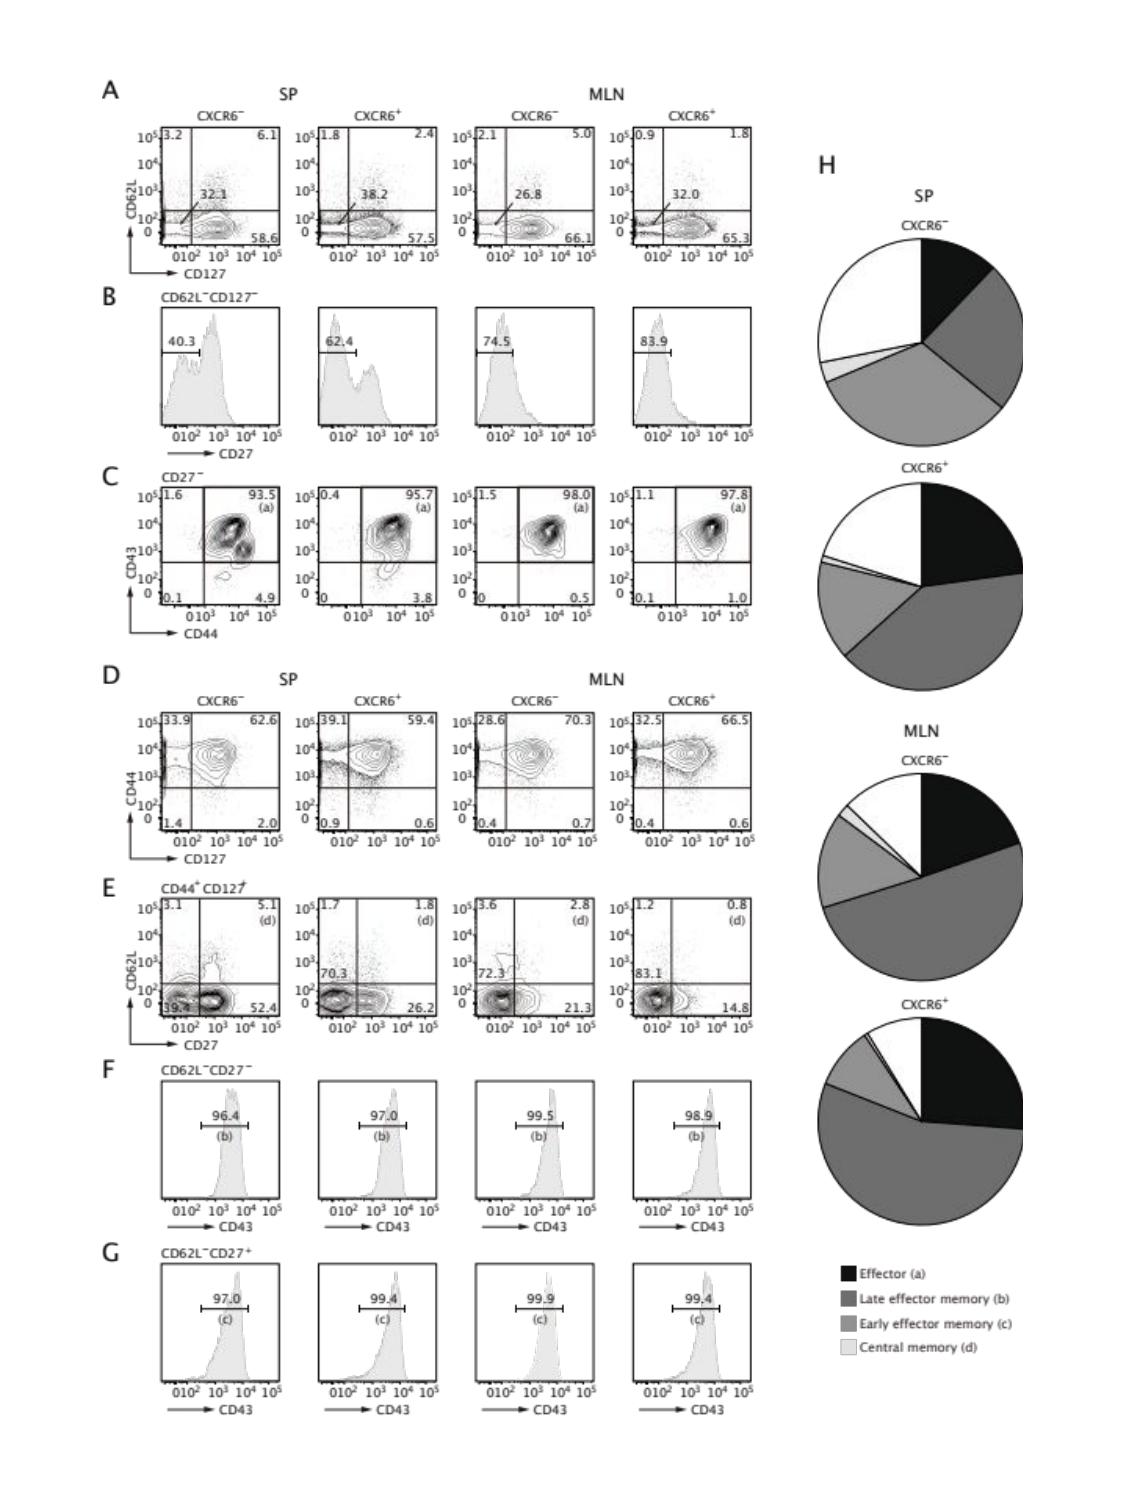

## Slide 2
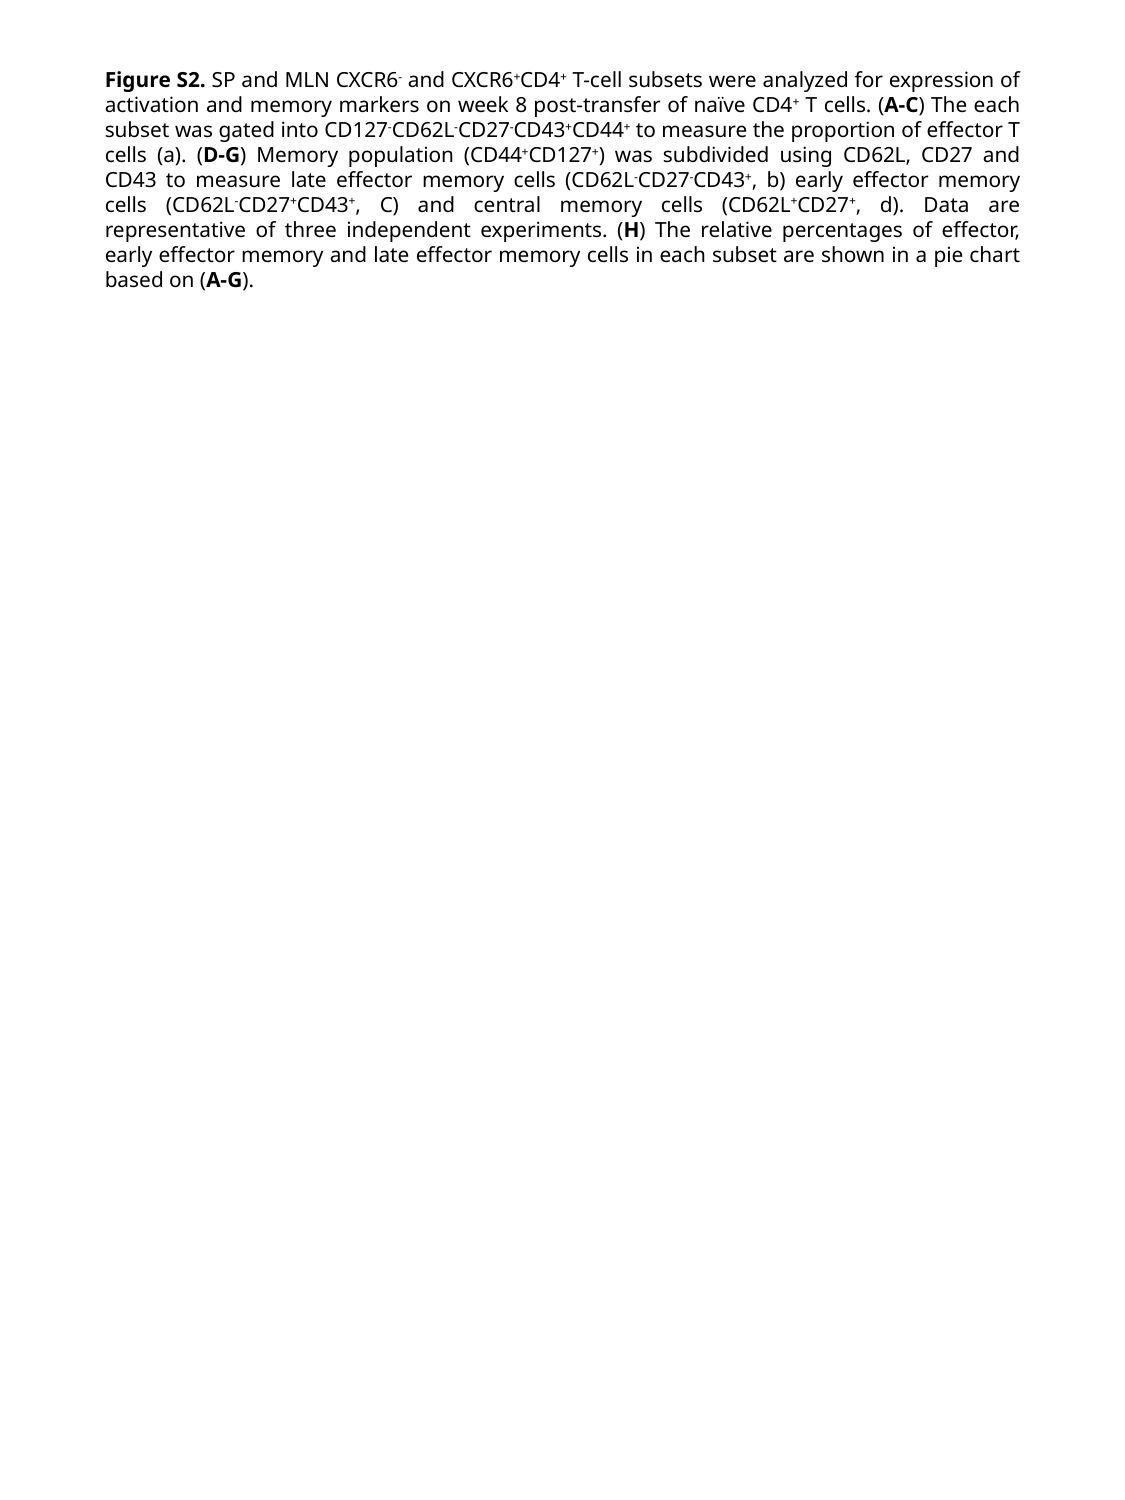

Figure S2. SP and MLN CXCR6- and CXCR6+CD4+ T-cell subsets were analyzed for expression of activation and memory markers on week 8 post-transfer of naïve CD4+ T cells. (A-C) The each subset was gated into CD127-CD62L-CD27-CD43+CD44+ to measure the proportion of effector T cells (a). (D-G) Memory population (CD44+CD127+) was subdivided using CD62L, CD27 and CD43 to measure late effector memory cells (CD62L-CD27-CD43+, b) early effector memory cells (CD62L-CD27+CD43+, C) and central memory cells (CD62L+CD27+, d). Data are representative of three independent experiments. (H) The relative percentages of effector, early effector memory and late effector memory cells in each subset are shown in a pie chart based on (A-G).

# Supplementary material for: Distinct Roles for CXCR6+ and CXCR6− CD4+ T Cells in the Pathogenesis of Chronic Colitis
**Source:** PLoS One. 2013 Jun 19;8(6):e65488. doi: 10.1371/journal.pone.0065488
**Supplement:** Figure S3 — Well-proliferated CD4+ T cells express CXCR6, and their CXCR6 expression is correlated with IFN-g and IL-2 productions. CFSE-labeled naïve CD4+ T cells were differentiated under Th1 condition. On the 6 days of culture, the CXCR6 expression and cytokine production were determined by flow cytometry.

## Slide 1
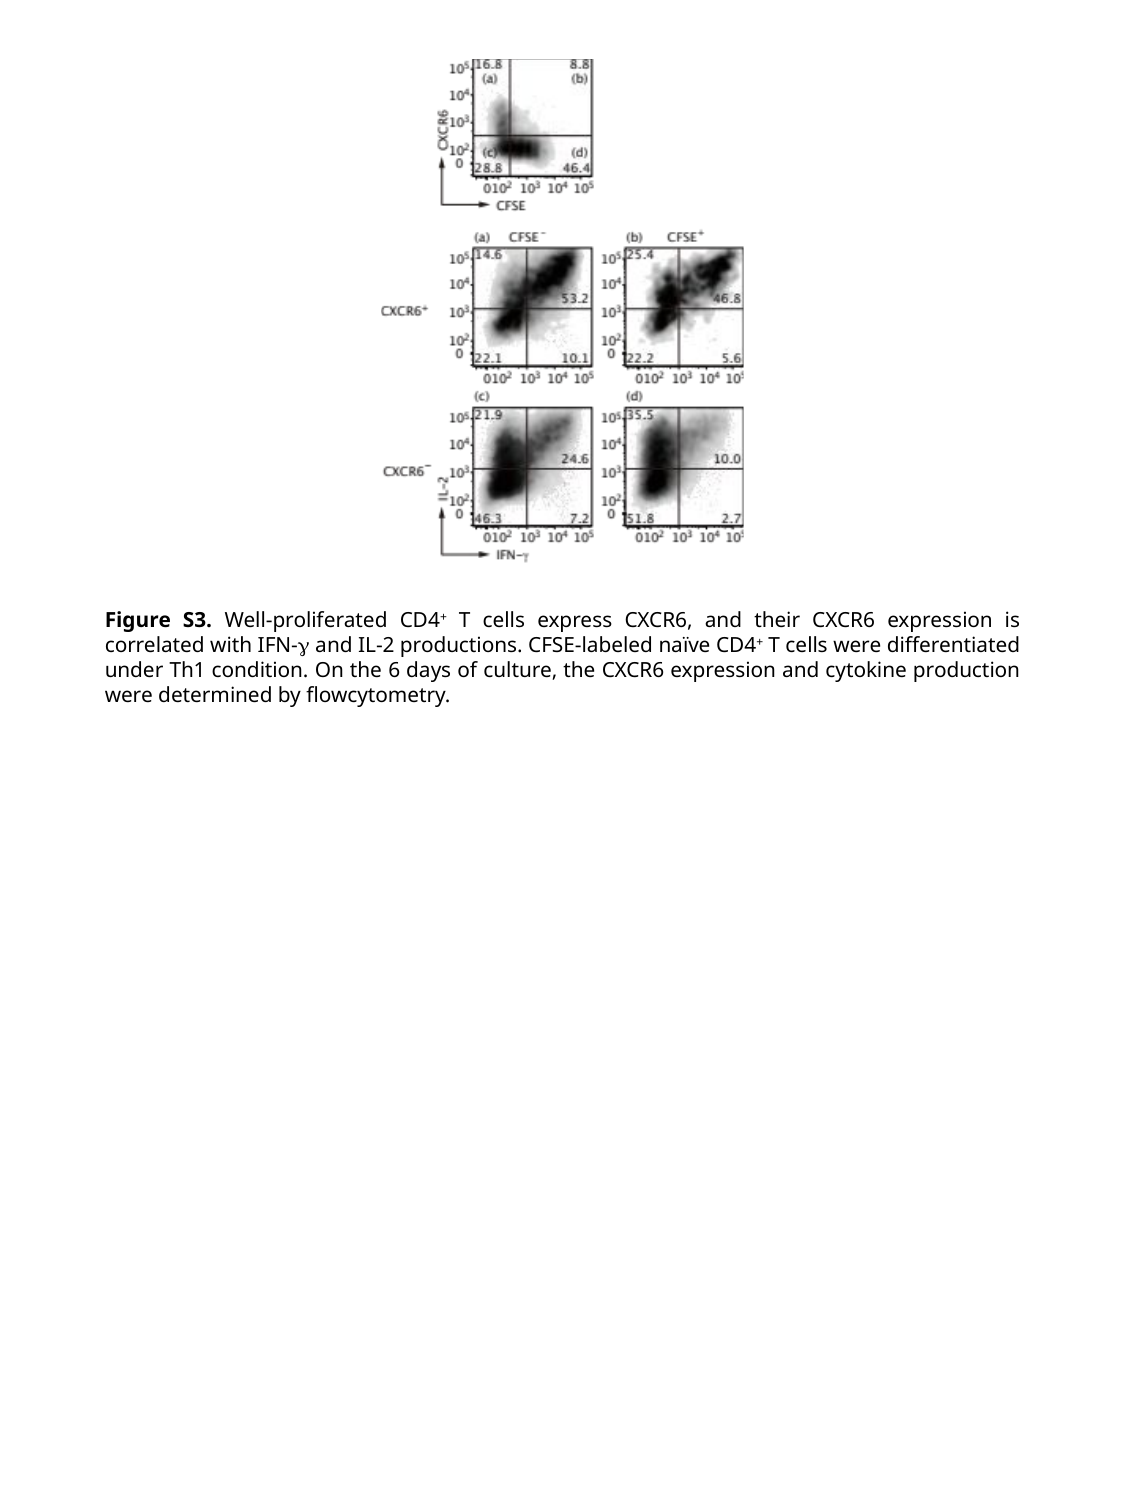

Figure S3. Well-proliferated CD4+ T cells express CXCR6, and their CXCR6 expression is correlated with IFN-g and IL-2 productions. CFSE-labeled naïve CD4+ T cells were differentiated under Th1 condition. On the 6 days of culture, the CXCR6 expression and cytokine production were determined by flowcytometry.

# Supplementary material for: Distinct Roles for CXCR6+ and CXCR6− CD4+ T Cells in the Pathogenesis of Chronic Colitis
**Source:** PLoS One. 2013 Jun 19;8(6):e65488. doi: 10.1371/journal.pone.0065488
**Supplement:** Figure S4 — CXCR6+ cells express IL-17A in CD colitis. Immunohistochemistry of CXCR6 (left) and IL-17A (right) was performed on serial paraffin sections of colonic mucosa from patients with CD.

## Slide 1
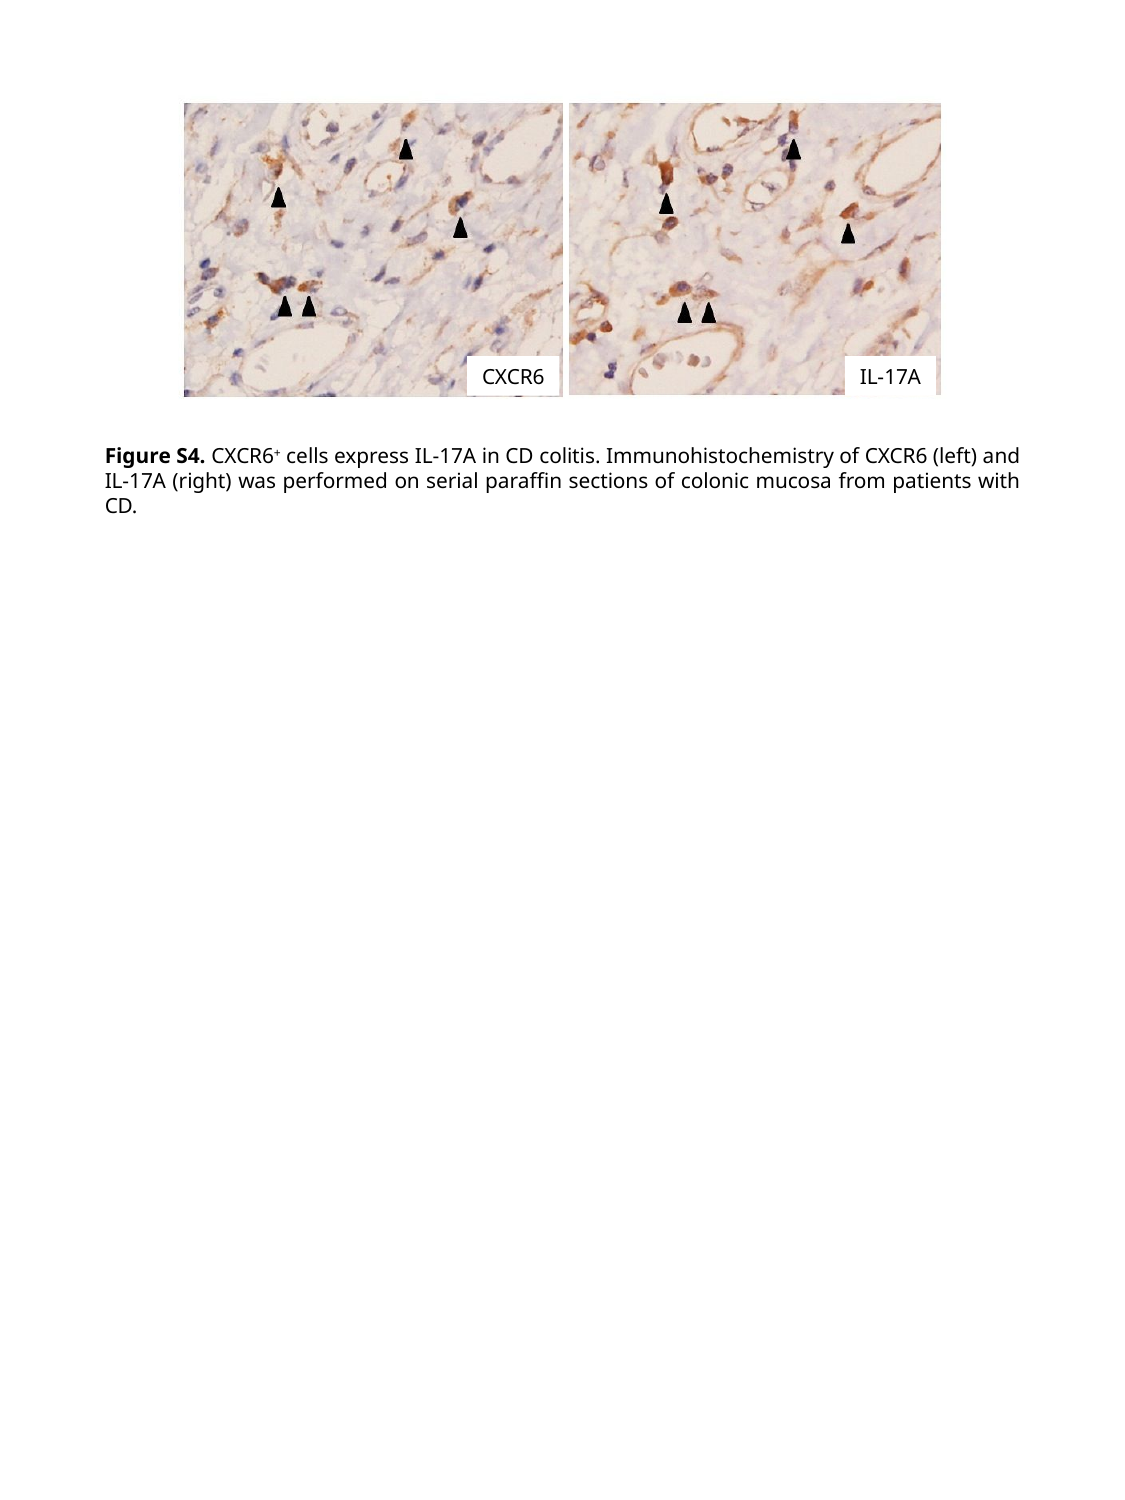

CXCR6
IL-17A
Figure S4. CXCR6+ cells express IL-17A in CD colitis. Immunohistochemistry of CXCR6 (left) and IL-17A (right) was performed on serial paraffin sections of colonic mucosa from patients with CD.

# Supplementary material for: Distinct Roles for CXCR6+ and CXCR6− CD4+ T Cells in the Pathogenesis of Chronic Colitis
**Source:** PLoS One. 2013 Jun 19;8(6):e65488. doi: 10.1371/journal.pone.0065488
**Supplement:** Figure S5 — CXCL16 stimulation does not enhance effector cytokine production. Naïve CD4+ T cells were differentiated under Th1 condition with or without soluble CXCL16 or plate-bound CXCL16-human IgG-Fc fusion protein (CXCL16-hFc). Human IgG-Fc (hFc) was used as a control for CXCL16-Fc. After 6 days of culture, cytokine production in CXCR6+ subset was examined by flow cytometry.

## Slide 1
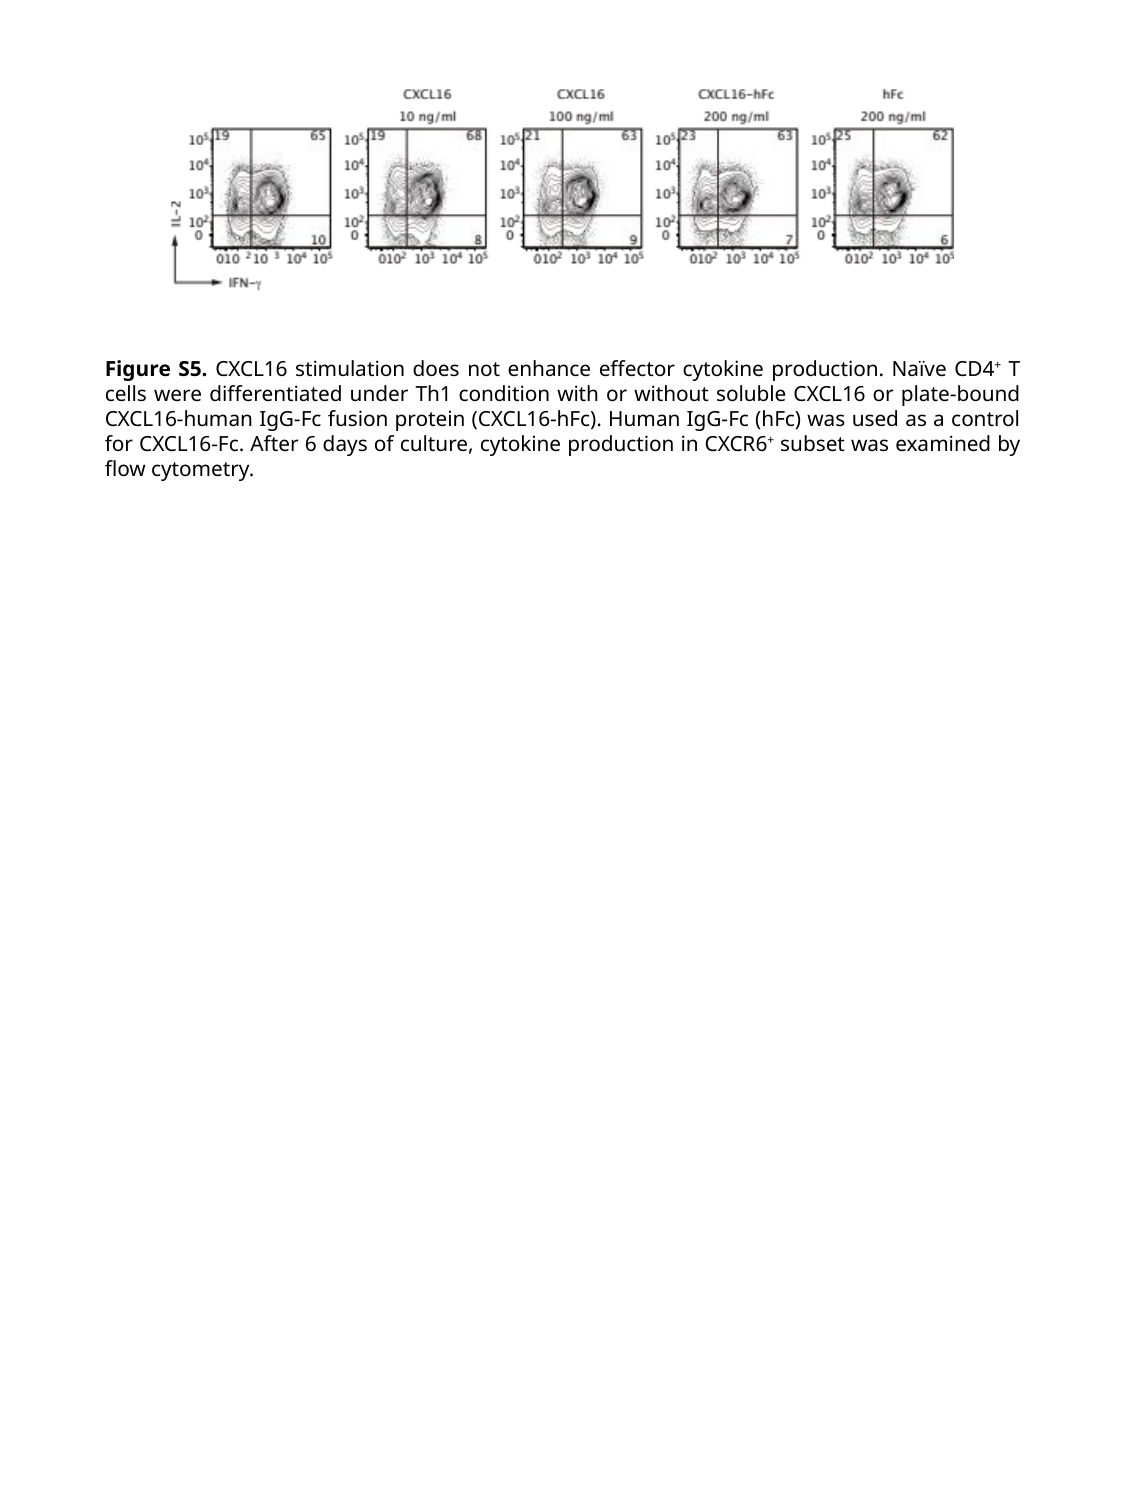

Figure S5. CXCL16 stimulation does not enhance effector cytokine production. Naïve CD4+ T cells were differentiated under Th1 condition with or without soluble CXCL16 or plate-bound CXCL16-human IgG-Fc fusion protein (CXCL16-hFc). Human IgG-Fc (hFc) was used as a control for CXCL16-Fc. After 6 days of culture, cytokine production in CXCR6+ subset was examined by flow cytometry.

# Supplementary material for: Distinct Roles for CXCR6+ and CXCR6− CD4+ T Cells in the Pathogenesis of Chronic Colitis
**Source:** PLoS One. 2013 Jun 19;8(6):e65488. doi: 10.1371/journal.pone.0065488
**Supplement:** Table S1

## Slide 1
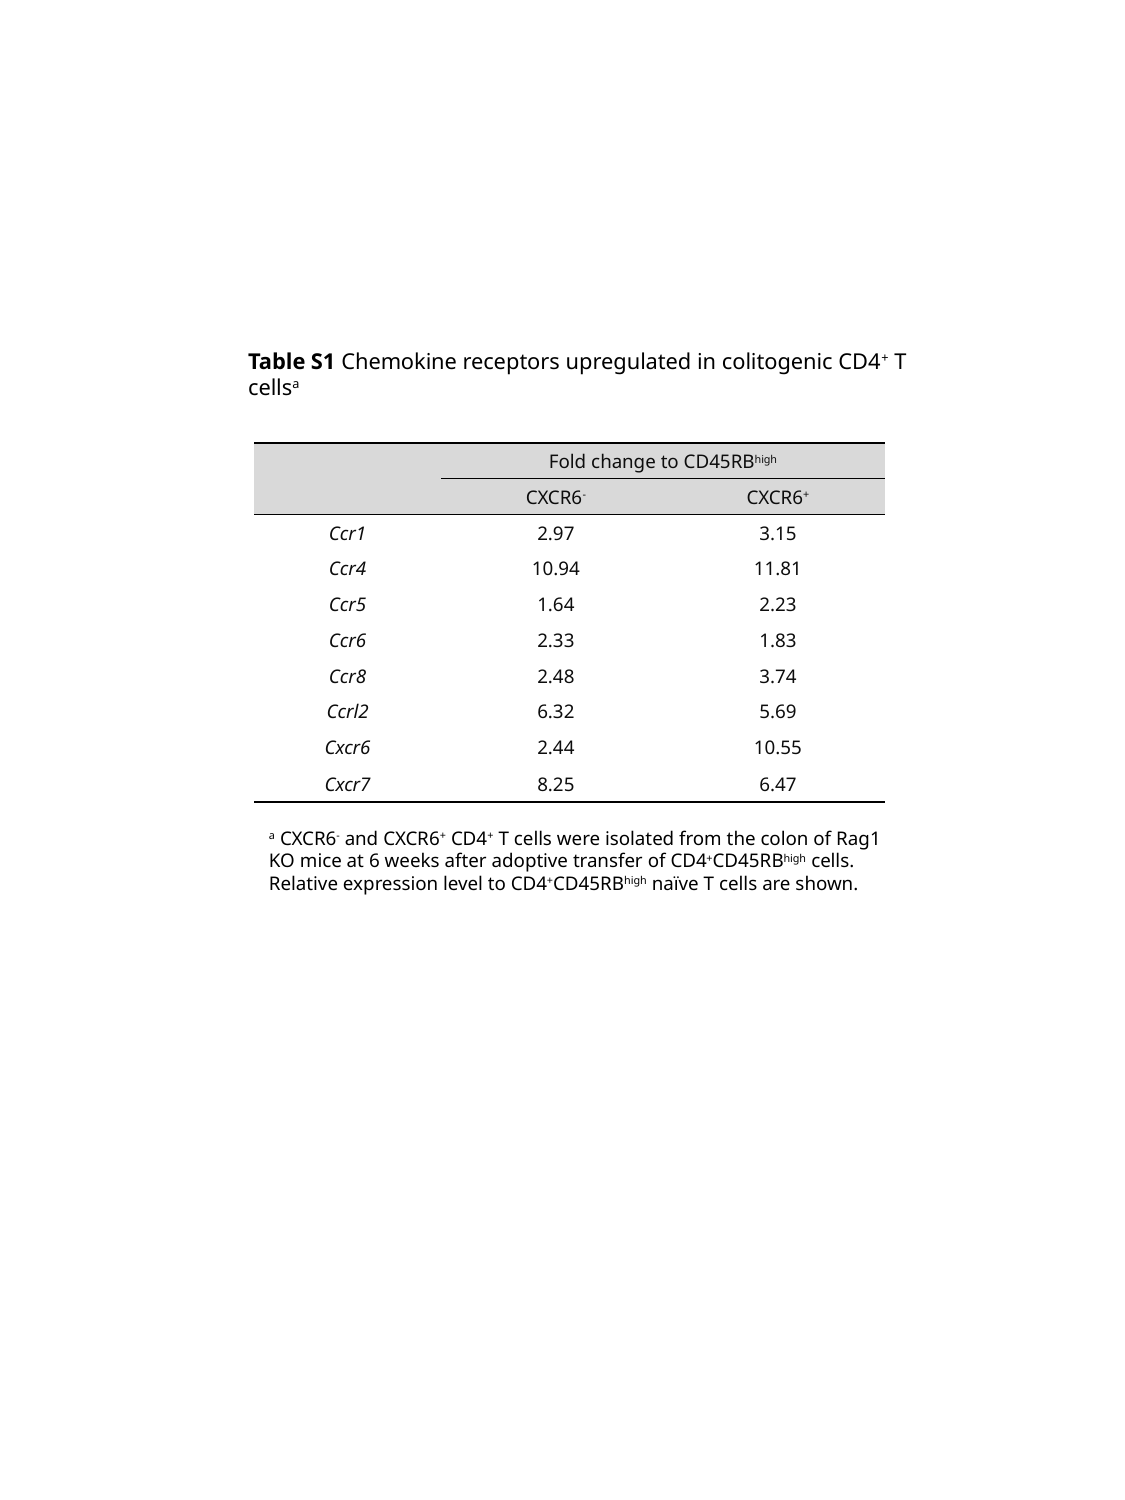

Table S1 Chemokine receptors upregulated in colitogenic CD4+ T cellsa
| | Fold change to CD45RBhigh | |
| --- | --- | --- |
| | CXCR6- | CXCR6+ |
| Ccr1 | 2.97 | 3.15 |
| Ccr4 | 10.94 | 11.81 |
| Ccr5 | 1.64 | 2.23 |
| Ccr6 | 2.33 | 1.83 |
| Ccr8 | 2.48 | 3.74 |
| Ccrl2 | 6.32 | 5.69 |
| Cxcr6 | 2.44 | 10.55 |
| Cxcr7 | 8.25 | 6.47 |
a CXCR6- and CXCR6+ CD4+ T cells were isolated from the colon of Rag1 KO mice at 6 weeks after adoptive transfer of CD4+CD45RBhigh cells. Relative expression level to CD4+CD45RBhigh naïve T cells are shown.

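In CXCR6+ cells 4 of the 7 analysed receptors rose against the naive array (Ccr1, Ccr4, Ccrl2 and Cxcr6), and 5 when adjusted over the list alone. In CXCR6− cells 3 rose (Ccr1, Ccr4 and Ccrl2), and 7 when adjusted over the list alone. The geometric mean fold of Cxcr6 was 19.3 in CXCR6+ cells (arrays 17.5 and 21.4, adjusted p = 0.0242 from limma). In CXCR6− cells it was 3.64 (arrays 5.51 and 2.40, adjusted p = 0.099). The second Cxcr6 probe set gave folds of 5.94 and 1.23. Ccrl2, an atypical chemokine receptor, was 10.0-fold higher in CXCR6+ cells (arrays 9.38 and 10.7, adjusted p = 0.0166) and 10.2-fold in CXCR6− cells (arrays 11.3 and 9.11, adjusted p = 0.0162). Ccr1, a receptor of inflammatory chemokines, was 6.22-fold higher in CXCR6+ cells (arrays 5.49 and 7.04, adjusted p = 0.0203) and 4.35-fold in CXCR6− cells (arrays 4.65 and 4.07, adjusted p = 0.0247). The second Ccr1 probe set gave 2.27 and 2.01. Ccr4, found on Th2 and skin-homing T cells, was 20.0-fold higher in CXCR6+ cells (arrays 26.0 and 15.4, adjusted p = 0.0287) and 16.2-fold in CXCR6− cells (arrays 24.9 and 10.6, adjusted p = 0.0313), at a naive signal far below the array median. With the signal plus 1 the folds were 4.05 and 3.48 for Ccr4 and 2.25 and 1.74 for Ccr8, and with the floor those of Ccr4 were 3.79 and 3.07, both scales chosen after the values were seen. The list was chosen by the study on these arrays, so these counts are not independent evidence.

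Ccr6, Ccr8 and Ackr3 did not pass in either subset. Ccr6, a receptor of Th17 cells, was 3.21-fold higher in CXCR6+ cells (arrays 3.71 and 2.77, adjusted p = 0.115) and 3.52-fold in CXCR6− cells (arrays 5.17 and 2.39, adjusted p = 0.0989). Ccr8 was 5.78-fold higher in CXCR6+ cells (arrays 6.51 and 5.12, adjusted p = 0.0606) and 3.67-fold in CXCR6− cells (arrays 5.66 and 2.39, adjusted p = 0.105), and Ackr3 was 2.15-fold higher in CXCR6+ cells (arrays 2.53 and 1.84, adjusted p = 0.134) and 2.54-fold in CXCR6− cells (arrays 3.13 and 2.07, adjusted p = 0.0918). The folds all share the naive array, which was assumed to vary like the LP groups. Between the subsets, 0 of the 7 receptors passed with limma, and 1 had an unadjusted p under 0.05. This was Cxcr6, the gene used for the sort, which was higher in CXCR6+ cells by a log2 of 2.41 (SE 0.50, adjusted p = 0.626). The log2 differences of the others ran from -0.24 for Ackr3 to 0.65 for Ccr8.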

How the deposited data were processed for this re-analysis (not part of the article)

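RNA of CXCR6+ CD4+ T cells (n = 2 arrays) and CXCR6− CD4+ T cells (n = 2 arrays) from the colonic LP of mice with transfer colitis, and of CD45RBhigh CD4+ naive T cells (n = 1 array), was measured on Affymetrix GeneChip Mouse Genome 430 2.0 arrays. As deposited by the authors, the intensity values are linear signals scaled to a median of 1 on each array, made with GeneSpring 11.5 according to the methods and with RMA according to the submitters' notes. They are not log2 values and are not quantile normalized. The background correction and filters are not given in the sources used here. The methods and the labels name different RNeasy kits. The number of arrays limits the precision.

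Of 45101 probe sets, 34945 carry 1 gene symbol, 932 carry several and 9211 none. By Entrez ID, 34741 of those with 1 symbol matched RefSeq. A further 13 control probe sets with 1 symbol were left out. The probe set with the highest mean signal over the 5 arrays stood for each of 18193 genes, of which 9010 had more than 1 probe set. Signals were log2 transformed, with 0 set to 0.001, and no filter on dim genes was applied. Of the receptors of Table S1, 1 was not analysed here.

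Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over all genes, threshold 0.05). The comparisons were CXCR6+ against CXCR6− cells, the mean of both subsets against naive T cells, and each subset against naive T cells. The fit has 2 residual degrees of freedom, all from the LP arrays, and 1.678 prior degrees of freedom. The naive array was assumed to vary like the LP groups. The fit was tested on simulated data with known differences. Before the data were examined, 41 gene lists were fixed, of chemokine receptors and ligands, T cell subsets, pathways, technical sets and markers of other cells. Of these, 40 had at least 3 measured members and were tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry. With an estimated correlation 0 lists passed in any comparison, whatever the estimate, so that setting did not tell the lists apart.

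The named genes were drawn from those the paper names, the other chemokine receptors that pass a test, the 12 genes with the largest log2 difference in each direction of the main comparisons, and the 2 to 4 members of each list with the largest differences. Not all of these genes are printed in the text. Between the subsets no gene passed, so those with the largest difference were taken among genes at an unadjusted p under 0.05 whose arrays do not overlap. Predicted genes were left out of these rankings, 66 higher and 95 lower between the subsets and 290 higher and 164 lower against naive T cells. The folds in Table S1 had been seen when the receptors were listed.

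The alternatives were the mean of a gene's probe sets, probe sets without the _s_at and _x_at types, a filter at the 40th percentile of signal, quantile normalization, array medians, a variance trend with robust fitting, a replicate block, leaving out each LP array, a fold of at least 2, and the test that the paper's methods name. The log2 of the signal plus 1 and a floor at a signal of 1 were added after the values were seen, as was a fixed replicate term for LP against naive T cells. The plot of receptor signals was drawn with matplotlib 3.10.9 in Python 3.11.15.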

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

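The tests of other spleen cells, other LP cells, array scaling, the second Cxcr6 probe set and probe position over all genes were chosen only after the result was seen.

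Genes outside those that the paper discusses differed between LP and naive T cells, by limma p-values that assume that the naive array varies like the LP groups. Cxcr3, which Table S1 does not list, was higher in LP T cells by a log2 of 1.785. Xist was higher on the LP arrays by 7.81, and the Y-linked genes Eif2s3y, Kdm5d and Uty had log2 differences of -4.46, -4.91 and -2.21. H2-Ob of B cells had a log2 difference of -4.25. Reg3b of colonic epithelium was higher on the LP arrays by 7.83 and Dcn of fibroblasts by 4.87. The added Dap poly-A control RNA was higher on the LP arrays by 8.63. With the mean of probe sets, Kdm5d had a difference of -2.75 and Dcn of 2.80, and Uty did not pass, nor did it with quantile normalization.

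Among 171 genes of the T cell, gene family and paper's lists, 7 with an unadjusted p under 0.05 had both CXCR6+ arrays on one side of the naive array and both CXCR6− arrays on the other, as had 244 of all 18193 genes. Their log2 differences between CXCR6+ and CXCR6− cells were 1.33 for Ctsw, -2.94 for Cxcr5, -3.61 for Eomes, -0.94 for Il10ra, 2.11 for Il2ra, -1.49 for Il4 and -3.70 for Il5. The test of this difference gave no adjusted p under 0.05. On the scale of the signal plus 1, chosen after the values were seen, the difference was -1.26 for Il5 and -0.80 for Il4, and with the mean of its probe sets that of Il10ra was 0.15. Another probe set of Il2ra moved the opposite way between LP and naive T cells.

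Of 44 markers of B cells, plasma cells, CD8 T and natural killer cells, and neutrophils and mast cells, 20 (45.5%) were higher on the naive array and 3 on the LP arrays, with naive signals of 188 for Igk, 123 for Ighm and 114 for S100a9 against at most 3.24, 2.45 and 5.79. RNA of other spleen cells may account for this, but the sort for CD4 and CD45RB would remove such cells, 2 of the markers stand on another list, 20 have a mean LP signal of at least 1, and the share lies between the bounds set for and against it, so it cannot be told apart. Probe position cannot be told apart for these markers, since 0 of 12 other probe sets moved the opposite way, too few to decide (exact upper 95% bound 26.5%). Over all genes that passed, 32.1% did so, and 24.6% (508 of 2068) of those moving by at least 1, on either side of the bound of 25% set for probe position, against 10.7% for genes at an unadjusted p under 0.05 between the subsets, so probe position may lie behind part of the calls. The Xist and Y-linked signals point to female cells on the LP arrays and male cells on the naive array. Sex therefore cannot be separated from LP against naive T cells. What part sex, tissue or activation state has in the calls stays open and was not tested.

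As lists, epithelial and fibroblast genes were higher on the LP arrays by camera (adjusted p = 0.00566 and 0.00711). Of 26 epithelial genes, 10 passed as higher, 1 as lower and 15 did not pass. Of 15 genes of fibroblasts and smooth muscle, 8 passed as higher, 1 as lower and 6 did not pass. Reg3b had LP signals of 65.2 to 213 against 0.577, and Dcn of 41.5 to 86.4 against 2.19. The scaling of each array is argued against, since a factor per array moves all genes alike, while the median log2 difference from naive T cells was 1.95 for epithelial and -0.0589 for T cell identity genes, a gap of 2.01 above the interquartile range of 1.33 of the latter. This bound was chosen after it and the wider ranges of epithelial genes (2.05) and all genes (2.33) were seen, but with quantile normalization, which leaves no factor per array, epithelial genes kept a median of 1.85 and passed by camera (adjusted p = 0.0118, range 0.000159 to 0.0118 over the alternatives). On the values as reported, the epithelial list did not pass by camera with an estimated correlation (adjusted p = 0.698). Nor did the fibroblast list (adjusted p = 0.663). By fry's test of movement one way, the epithelial list did not pass (adjusted p = 0.185) and the fibroblast list did (adjusted p = 0.0396). RNA of other LP cells may account for the pattern, since 21 of 26 epithelial genes were higher on both replicate 2 arrays than on both replicate 1 arrays and 0 the other way, where chance gives 16.7% and all genes gave 21.3%, as were 15 of 20 macrophage and 6 of 15 fibroblast genes. The sort for CD4+ T cells would remove such cells, 0 of the markers stand on another list and 23 have a mean LP signal of at least 1, and expression of these genes by LP T cells stays open and was not tested. The replicates also differed beyond genes of other cells. The Dap poly-A control had signals of 80.9 and 102 on the replicate 2 arrays against 64.6 and 65.6 on the replicate 1 arrays. The Phe control also kept this order, at 11.0 and 13.8 against 8.47 and 8.08. So did the Thr control, narrowly, at 19.85 and 28.0 against 19.82 and 17.1. The Lys control did not keep this order. The order was reversed for 13 of 26 immediate early and heat shock genes and for 4 of 7 receptors of Table S1. Of all genes, 11.4% had this reversed order.

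Cxcr6 had signals of 58.1 and 25.3 on the CXCR6− arrays and 10.5 on the naive array. CXCR6+ cells in CXCR6− replicate 1 may account for the difference between these arrays, but over 185 genes higher in CXCR6+ cells this array had gone a median of 7.88% of the way from replicate 2 to CXCR6+ cells (95% bootstrap interval 4.96 to 11.6), against 18.3% for Cxcr6. The interval spans the bound set for this test, and a choice of genes by their difference between the subsets favours close CXCR6− replicates and so a low share, so it cannot be told apart. The distance from the naive array depends on the probe set, with a log2 difference of 0.303 by the second probe set against 1.86. The labels name these cells CXCR6 Lo, so surface CXCR6 on them stays open, as does Cxcr6 mRNA in cells without it, and neither was tested.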

How the results depend on the processing

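The signal plus 1, the floor at a signal of 1 and the fixed replicate term were chosen only after the values were seen. Of 152 counts under the alternatives, 113 lay within 1.5 times the count reported and 39 did not. Of the 113, 11 came from array medians, which could not move a count. Others compare 0 genes with 0 between the subsets, so the tally overstates how stable the counts were. Genes that differ between CXCR6+ and CXCR6− cells were 0 by limma under every alternative run, with 1191 at an unadjusted p under 0.05 as reported and 1112 to 1677 over the alternatives. The t-test of the methods gave 846 higher and 437 lower at an unadjusted P under 0.05, and after adjustment 1 higher, Irgc1, whose replicates have equal values. Leaving out each LP array, which leaves fewer degrees of freedom, gave 0 to 999 genes higher and 0 to 939 lower in LP than naive T cells, 0 to 1 chemokine receptors higher, 3 to 8 gene lists higher and 1 to 5 lower in CXCR6+ than CXCR6− cells. Quantile normalization gave 2274 genes lower in LP T cells, 5 lists higher and 1 lower between the subsets, and the direction of ribosomal proteins in LP T cells turned from higher to lower without passing (adjusted p = 0.847, range 0.00183 to 0.847 over the alternatives). The 40th percentile filter, which tests fewer genes, gave 8 receptors, 7 lists lower between the subsets and 0 lower in LP T cells. A variance trend with robust fitting gave 9 receptors, and a replicate block 7 lists higher between the subsets. Without _s_at and _x_at probe sets, 2 lists were lower between the subsets, and with the mean of probe sets 4 were lower in LP T cells. The signal plus 1 gave 8 receptors and 2 lists lower in LP T cells. The floor gave 1735 genes higher in LP T cells, 4 lists higher and 2 lower between the subsets. Beyond the fewer arrays and genes tested, the cause was not tested. The median log2 difference of LP to naive T cells was -0.136 as reported, 0.00436 with quantile normalization, -0.327 with the filter and -0.271 with the floor. Array medians moved nothing, since each array's median is already 1. The labels do not say what equally numbered replicates share, and their deviations had a correlation of 0.0193 over all genes and 0.192 over genes with a mean signal of at least 1. The random block set for LP against naive T cells gave no correlation. A fixed replicate term, which leaves 1 residual degree of freedom, gave 1705 genes higher and 1807 lower in LP T cells, 3 receptors and 2 lists lower. Of 18193 genes, 7773 had a CXCR6+ signal under 1, and with the filter 2808 genes were higher in LP T cells.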

Differences from the paper's values

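The folds with the signal plus 1 and the floor at 1 were chosen only after the values were seen. Of 14 folds of Table S1 that were compared, 9 differed from the paper's by more than 1.5 times and by more than the spread between replicates. Of the 14, 12 were above and 2 below the paper's, at a median ratio of 1.53. The alternatives set for the folds before the data were examined were the mean of probe sets, the probe set with the largest fold, the ratio of linear means, quantile normalization, array medians and leaving out each array of the subset. Array medians moved no fold, and Ccr4, Ccr6, Ccr8, Ccrl2 and Ackr3 have 1 probe set each, so that the first 2 of these alternatives moved none of their folds. The sentences below on how folds differed cover the alternatives that could move them.

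In CXCR6+ cells, Ccr1 was 6.22-fold above naive T cells and the paper's fold is 3.15. It did not differ with the mean of probe sets (3.76), and it did with the others. Ccr4 was 20.0-fold above naive T cells and the paper's fold is 11.81. It did not differ with quantile normalization (16.8) or with CXCR6+ replicate 1 left out (15.4), and it did with the others. The naive Ccr4 signal of 0.189 lay below that array's lower quartile of 0.227, so the size of this fold depends on the scale. With the signal plus 1 (4.05) and the floor (3.79) it lay below the paper's, so the direction of this difference is uncertain. Ccr6 was 3.21-fold above naive T cells and the paper's fold is 1.83, and the folds differed under each of these. Ccr8 was 5.78-fold above naive T cells and the paper's fold is 3.74. It did not differ with quantile normalization (4.75) or with CXCR6+ replicate 1 left out (5.12), and it did with the others. Ccrl2 was 10.0-fold above naive T cells and the paper's fold is 5.69, and the folds differed under each of these. Cxcr6 was 19.3-fold above naive T cells and the paper's fold is 10.55. It did not differ with the mean of probe sets (10.7), and it did with the others. Ackr3 was 2.15-fold above naive T cells and the paper's fold is 6.47, and the folds differed under each of these.

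In CXCR6− cells, Ccrl2 was 10.2-fold above naive T cells and the paper's fold is 6.32. It did not differ with CXCR6− replicate 1 left out (9.11), and it did with the others. Ackr3 was 2.54-fold above naive T cells and the paper's fold is 8.25, and the folds differed under each of these. Without CXCR6− replicate 1, 6 of 7 folds of CXCR6− cells did not differ from the paper's, and without CXCR6− replicate 2 all 7 differed.

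With the signal plus 1, chosen after seeing the values, 5 of 14 folds differed. The folds that this scale brought within the paper's were Ccr1 in CXCR6+ cells (4.06), Ccr6 in CXCR6+ cells (2.56), Ccrl2 in CXCR6+ cells (6.83), Ccrl2 in CXCR6− cells (6.93). It took Ccr4 from above to below the paper's fold, to 4.05 in CXCR6+ and 3.48 in CXCR6− cells. So did the floor at 1, also chosen after seeing the values (3.79 and 3.07). With the floor Ccr4 did not pass in LP T cells (adjusted p = 0.143 from limma, range 0.000548 to 0.143 over the alternatives). Ccr8 moved the same way, to 2.25 in CXCR6+ and 1.74 in CXCR6− cells with the signal plus 1. With the floor its folds were 2.04 and 1.41. The paper's folds of Ccr8 are 3.74 and 2.48, and on both scales only that in CXCR6+ cells differed. The signal plus 1 called 7 of the 7 analysed receptors of Table S1 and so dropped 0 of them. The 40th percentile filter and the variance trend with robust fitting also called 7, among them Ccr6, Ccr8 and Ackr3, which did not pass as reported.

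The paper states no threshold for its list of upregulated receptors. Cxcr3 rose in LP T cells and is not in Table S1, with a fold of 3.39 in CXCR6+ and 3.50 in CXCR6− cells.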

Other observations

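The signal plus 1, the floor at 1, the fixed replicate term and the order of the replicates were chosen only after the values were seen. Between CXCR6+ and CXCR6− LP cells 0 genes passed with limma, and 613 were higher and 578 lower at an unadjusted p under 0.05, where chance gives 910 in all. With the signal plus 1 they were 1203 and 474, and with quantile normalization 566 and 641. Gene lists differed between the subsets by camera. Of 13 Th1 genes, 12 had a positive and 1 a negative log2 difference (6 higher and 0 lower when adjusted over the list alone), and the list was higher in CXCR6+ cells (camera, adjusted p = 4.04e-05, and adjusted p = 0.531 with an estimated correlation). Ifng, which encodes IFN-γ, had signals of 156 and 248 in CXCR6+ cells and 42.4 and 38.2 in CXCR6− cells. Its log2 difference was 2.29 (SE 0.33, adjusted p = 0.529) and that of Il12rb2, a chain of the IL-12 receptor, 2.14 (SE 0.38, adjusted p = 0.564). Of 10 Th17 genes, 8 had a positive and 2 a negative log2 difference (2 higher and 0 lower when adjusted over the list alone), and the list was higher (camera, adjusted p = 0.00146, and adjusted p = 0.531 with an estimated correlation). The difference was 2.97 (SE 0.23, adjusted p = 0.451) for Ccl20, the ligand of CCR6, and 1.65 (SE 0.30, adjusted p = 0.564) for Csf2, which encodes GM-CSF. Of 13 tissue residency genes, 11 had a positive and 2 a negative log2 difference (3 higher and 0 lower when adjusted over the list alone), and the list was higher (camera, adjusted p = 0.00146, and adjusted p = 0.531 with an estimated correlation). The counts and the test of this list include Cxcr6, the gene used for the sort, so they are not independent of the sort. Besides Cxcr6, Itga1, the α1 integrin that binds collagen, differed by 2.37 (SE 0.23, adjusted p = 0.451) and Prdm1, which encodes BLIMP-1, by 1.41 (SE 0.22, adjusted p = 0.551).

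Of 6 Th2 genes, 1 had a positive and 5 a negative log2 difference (0 higher and 1 lower when adjusted over the list alone), and the list was lower in CXCR6+ cells (camera, adjusted p = 0.0106, and adjusted p = 0.531 with an estimated correlation). Il5 had signals of 0.147 and 0.117 in CXCR6+ cells and 1.98 and 1.47 in CXCR6− cells, and the log2 difference of Il4 was -1.49 (SE 0.43, adjusted p = 0.708). The difference with the signal plus 1 was -1.26 for Il5, -0.80 for Il4, 1.19 for Il12rb2, 0.93 for Ccl20 and, of the genes below, 0.82 for Lag3. Of 12 follicular helper genes, 4 had a positive and 8 a negative log2 difference (0 higher and 1 lower when adjusted over the list alone), and the list was lower (camera, adjusted p = 0.048, and adjusted p = 0.531 with an estimated correlation). Cxcr5, the receptor that guides T cells to B cell follicles, had signals of 0.749 and 0.842 in CXCR6+ cells and 5.05 and 7.34 in CXCR6− cells. Of 10 inhibitory receptors and their regulators, 5 had a positive and 5 a negative log2 difference (1 higher and 1 lower when adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.573). The difference was -3.61 (adjusted p = 0.564) for Eomes, a T-box transcription factor, and 2.54 (adjusted p = 0.551) for Lag3, an inhibitory receptor. Of 14 cytotoxic effector genes, 9 had a positive and 5 a negative log2 difference (0 higher and 0 lower when adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.173). The difference was 2.54 (adjusted p = 0.669) for Klrc1, a natural killer receptor, and -1.41 (adjusted p = 0.708) for Gzmk, a granzyme.

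Further lists higher in CXCR6+ cells by camera were cell cycle inhibitors (adjusted p = 0.00601), costimulation (adjusted p = 0.0106), cytokine receptors (adjusted p = 0.0153), oxidative phosphorylation (adjusted p = 0.028), cytokines and regulators of Fig. 4 (adjusted p = 0.028), proliferation (adjusted p = 0.0443), homing integrins (adjusted p = 0.048) and T cell identity (adjusted p = 0.048). Further lists lower were neutrophils and mast cells (adjusted p = 0.0123) and other chemokine receptors (adjusted p = 0.0443). With an estimated correlation, the adjusted p of these lists was 0.531 to 0.805, and the smallest adjusted p of any list was 0.0568 by fry's test of movement one way and 0.00273 by its test of change in either direction. In all, 11 lists were higher, and 7 with a replicate block, where oxidative phosphorylation, cytokines and regulators of Fig. 4, homing integrins and T cell identity did not pass, nor did follicular helper genes among the lower, while colonic epithelium passed as lower. The lists higher were 5 with quantile normalization and 3 to 8 without one LP array. Of the lists that passed between the subsets, Th1 and tissue residency also passed under each alternative run, Th17 did not with the floor, Th2 did not without CXCR6+ replicate 1, and follicular helper genes did not under 9 alternatives, proliferation under 8, T cell identity under 8, homing integrins under 7, other chemokine receptors under 6, cytokines and regulators of Fig. 4 under 6, cytokine receptors under 5, oxidative phosphorylation under 4, neutrophils and mast cells under 4, costimulation under 3 and cell cycle inhibitors under 2. Of the 12 genes with the largest positive difference, 11 had signals under 1 on all LP arrays, as had 10 of the 12 with the largest negative difference. Cst9 (4.20), Gsto2 (4.18) and Entpd3 (4.14) led the positive and Cd276 (-4.03), Carlr (-4.00) and Tmprss11g (-3.92) the negative differences, and none passed. The differences of these 6 genes with the signal plus 1 were 0.49, 0.43, 0.64, -0.80, -0.36 and -0.22.

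For surface markers, cytokines and regulators that the paper stained, the log2 difference between CXCR6+ and CXCR6− cells was -2.22 (adjusted p = 0.551) for Cd27, 0.56 (adjusted p = 0.774) for Cd44, 0.30 (adjusted p = 0.819) for Spn, 0.12 (adjusted p = 0.906) for Il7r, 0.58 (adjusted p = 0.761) for Il17a, 0.70 (adjusted p = 0.761) for Tnf, 0.78 (adjusted p = 0.759) for Tbx21 and -0.36 (adjusted p = 0.819) for Il2. Of the 5 markers of Fig. 3, 4 were measured, and of the 6 cytokines and regulators of Fig. 4, 5 were. No value is given for the genes of CD62L and RORγt, and Ifng is given above. The values are of mRNA at 6 weeks after transfer, while the paper stained protein at a later time. On simulated data, 0 of 67 genes with a log2 difference of 2 between the subsets were recovered. The values above therefore do not test the paper's staining. Against naive T cells, with that array assumed to vary like the LP groups, Il7r rose by 1.46 (adjusted p = 0.0262) and Cd44 by 1.21 (adjusted p = 0.048). Il7r did not pass with quantile normalization (0.73), Cd44 did not with the mean of its probe sets (0.37) or without _s_at and _x_at probe sets, and neither did with the fixed replicate term. The differences of -1.12 (adjusted p = 0.0646) for Tbx21, 0.95 (adjusted p = 0.102) for Il2, 0.57 (adjusted p = 0.252) for Tnf and 0.45 (adjusted p = 0.253) for Spn did not pass. With quantile normalization those of Tbx21, Tnf and Spn were -0.50, 1.16 and 0.05, and with the mean of its probe sets that of Spn was -0.58.

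Members of other gene groups moved in LP against naive T cells, with the same assumption, and of these groups only chemokine ligands and ribosomal proteins passed by camera. Of 20 chemokine ligands, 9 rose, 4 fell and 7 did not pass the test (11 higher and 5 lower when adjusted over the list alone, higher than other genes by camera at an adjusted p = 0.0319, and adjusted p = 0.698 with an estimated correlation). The neutrophil chemoattractants Cxcl1 and Cxcl2 rose by 8.81 (SE 0.43, adjusted p = 0.0119) and 7.86 (SE 0.36, adjusted p = 0.0119), and Cxcl16, the ligand of CXCR6, by 3.98 (adjusted p = 0.0196). Both replicate 2 arrays lay above both replicate 1 arrays for 11 of 20 chemokine ligands, these 3 among them, for 15 of 20 macrophage genes and for 21 of 26 epithelial genes, against 21.3% of all genes. The order was the other way for 4 of 7 receptors of Table S1 and 13 of 26 immediate early and heat shock genes. Of all genes, 11.4% went that way. The chemokine ligand list did not pass with quantile normalization. Of 12 apoptosis and survival genes, 6 rose, 4 fell and 2 did not pass the test (6 higher and 4 lower when adjusted over the list alone, camera, adjusted p = 0.51). The proapoptotic genes Bid and Bak1 fell by 4.78 (adjusted p = 0.0119) and fell by 4.01 (adjusted p = 0.0119), and Bcl2l11, which encodes BIM, rose by 3.35 (adjusted p = 0.0119). Of 15 genes of lipid and cholesterol synthesis, 1 rose, 6 fell and 8 did not pass the test (1 higher and 7 lower when adjusted over the list alone, camera, adjusted p = 0.0997). Scd1, a fatty acid desaturase, fell by 4.87 (adjusted p = 0.0156) and Insig1, a regulator of sterol synthesis, fell by 3.76 (adjusted p = 0.012). With the mean of its probe sets the difference of Scd1 was -2.90. Of 23 interferon response genes, 1 rose, 9 fell and 13 did not pass the test (2 higher and 10 lower when adjusted over the list alone, camera, adjusted p = 0.131). The antiviral gene Mx2 fell by 4.36 (adjusted p = 0.0121) and Usp18, a regulator of interferon signalling, fell by 3.92 (adjusted p = 0.013). Of 13 Treg genes, 3 rose, 3 fell and 7 did not pass the test (4 higher and 3 lower when adjusted over the list alone, camera, adjusted p = 0.639). Foxp3, the transcription factor of regulatory T cells, fell by 4.05 (adjusted p = 0.012), from a signal of 9.60 to signals of 0.327 to 0.913. With the signal plus 1 the difference was -2.72 for Foxp3, -1.31 for Mx2 and 2.47 for Cxcl16. Of 11 ribosomal protein genes, 4 rose, 0 fell and 7 did not pass the test (5 higher and 0 lower when adjusted over the list alone, higher than other genes by camera at an adjusted p = 0.0229, and adjusted p = 0.698 with an estimated correlation), a direction that flips under quantile normalization, where the list did not pass. This list also did not pass with the mean of probe sets, without _s_at and _x_at probe sets or without CXCR6− replicate 1. Predicted genes apart, Ermn, Lypd8 and Tnc had the largest positive log2 differences, of 9.44 (adjusted p = 0.0138), 9.37 (adjusted p = 0.0134) and 9.33 (adjusted p = 0.0119), from naive signals of 0.0370, 0.0260 and 0.0190, far below the array median. With the signal plus 1 their differences were 4.71, 4.16 and 3.70, and Cxcl2 (6.83), Cxcl1 (6.80) and Xist (6.71) had the largest. With the mean of its probe sets the difference of Tnc was 5.46. Ermn and Lypd8 did not pass with the floor. The immunoglobulin kappa genes Igk-V21 and Igkv9-120 fell by 11.00 (adjusted p = 0.0148) and fell by 9.68 (adjusted p = 0.0119), to LP signals of 0.0160 to 0.109 and 0.0550 to 0.266, and had differences of -6.67 and -6.34 with the signal plus 1. Igkv9-120 did not pass without _s_at and _x_at probe sets (-2.54), and its difference was -5.67 with the mean of its probe sets.

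Some lists had a median and a mean log2 difference of opposite sign. Against naive T cells these were the memory markers of Fig. 3 (0.831 and -0.286), endothelium and glia (0.0693 and -0.0705), cytokine receptors (-0.0528 and 0.35) and macrophages (-0.0637 and 0.266), and camera's direction was higher with no list passing. Between the subsets these were the memory markers (0.211 and -0.309) and chemokine ligands (-0.168 and 0.0117), and camera's direction was lower with neither passing. For immediate early genes, which did not pass between the subsets (camera, adjusted p = 0.826), camera's direction was lower at a median of 0.0763 and a mean of 0.0244.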
